# Fasting-Mimicking Diet Inhibits Autophagy and Synergizes with Chemotherapy to Promote T-Cell-Dependent Leukemia-Free Survival

**DOI:** 10.3390/cancers15245870

**Published:** 2023-12-16

**Authors:** Roberta Buono, Jonathan Tucci, Raffaello Cutri, Novella Guidi, Serghei Mangul, Franca Raucci, Matteo Pellegrini, Steven D. Mittelman, Valter D. Longo

**Keywords:** Leukemia, pre-B-ALL, fasting-mimicking diet, autophagy, cancer treatment

## Abstract

**Simple Summary:**

Despite the advances in the treatment of pre-B-ALL leukemia in children, adult pre-B-ALL continues to represent a major challenge. This work focuses on the use of differential responses to fasting conditions between normal and cancer cells to achieve cancer-free survival. We show that a fasting-mimicking diet in combination with vincristine causes a synergistic increase in the toxicity to pre-B-ALL cells resulting in high cancer cell death. While fasting is not sufficient to promote cancer-free survival, the combination of fasting/FMD and vincristine promotes autophagy inhibition, which is at the center of the high toxicity phenotype specific to leukemia cells, possibly through a mechanism involving immune cells.

**Abstract:**

Fasting mimicking diets (FMDs) are effective in the treatment of many solid tumors in mouse models, but their effect on hematologic malignancies is poorly understood, particularly in combination with standard therapies. Here we show that cycles of a 3-day FMD given to high-fat-diet-fed mice once a week increased the efficacy of vincristine to improve survival from BCR-ABL B acute lymphoblastic leukemia (ALL). In mice fed a standard diet, FMD cycles in combination with vincristine promoted cancer-free survival. RNA seq and protein assays revealed a vincristine-dependent decrease in the expression of multiple autophagy markers, which was exacerbated by the fasting/FMD conditions. The autophagy inhibitor chloroquine could substitute for fasting/FMD to promote cancer-free survival in combination with vincristine. In vitro, targeted inhibition of autophagy genes *ULK1* and *ATG9a* strongly potentiated vincristine’s toxicity. Moreover, anti-CD8 antibodies reversed the effects of vincristine plus fasting/FMD in promoting leukemia-free survival in mice, indicating a central role of the immune system in this response. Thus, the inhibition of autophagy and enhancement of immune responses appear to be mediators of the fasting/FMD-dependent cancer-free survival in ALL mice.

## 1. Introduction

Pre-B cell acute lymphoblastic leukemia (ALL) is the most common childhood cancer but can also occur in older adults. It is a hematologic malignancy characterized by impaired differentiation and aggressive proliferation of clonal lymphoblasts in the bone marrow, spleen and blood [1,2]. The standard of care for B-ALL is chemotherapy, which includes vincristine, cyclophosphamide, anthracyclines, corticosteroids, L-asparaginase and other drugs [3]. The overall cure rate is about 90% in children but only 50% in adults, for whom the relapse occurrence is high due to drug resistance [2]. There is still no consensus regarding the best treatment approach for newly diagnosed adults and especially older patients. 

It is becoming increasingly recognized that weight and nutritional status can impact cancer survival and that obesity is a risk factor for poor outcomes not only for B-ALL but also for other cancers [4,5,6]. Using a murine model of diet-induced obesity, obese mice with syngeneic BCR-ABL B-ALL were shown to have poorer response to chemotherapy than control mice [7,8,9]. Clinical studies have shown similar negative effects of obesity on cancer mortality [10].

We and other groups have previously demonstrated that periodic fasting or FMDs reduce chemotherapy side effects, improve cancer treatment efficacy and delay cancer progression in mice [11,12,13]. Here, we have investigated the effects of FMD cycles in combination with or without chemotherapy (vincristine) in both obese and normal weight syngeneic in vivo mouse models as well as in vitro models for mouse and human B-ALL. 

## 2. Materials and Methods

### 2.1. Cell Culture and Treatment

BCR-ABL syngeneic leukemia cells (“8093 cells”) were generated using BCR/ABL transgenic mouse [16] M-ALL were cultured at a density of 2.5 × 10^5^ cells/mL in a standard condition McCoy’s 5A media supplemented with 10% FBS, murine IL-3, beta-mercapto ethanol and gentamycin or in the STS condition (same as above but with 0.5 gr/liter of Glucose; 2% FBS).

Human leukemia cells H-ALL (BV173) were obtained from ATCC and were cultured in RPMI media supplemented with 10% FBS and gentamycin or in the STS condition.

M-ALL and H-ALL were treated for 24 h or 48 h with or without VC 5nM (Sigma Aldrich, Saint Louis, MO, USA Cat#V8388). 

### 2.2. Cell Viability

Cells viability was measured by Mini Automated Cell Counter Moxi (Orflo, Ketchum, ID, USA) or by Trypan Blue exclusion dye (Corning, Glendale, AZ, USA Cat# MT25900CI).

### 2.3. ULK1 and ATG9a Silencing

Cells were seeded at 60–80% of confluence and then transfected for 48 h with 30 pM ULK1 and ATG9a siRNA (Life Technologies, Carlsbad, CA, USA ID: 65268, 125425) using Lipofectamine RNAiMAx Reagent (Thermo Fisher Scientific, Waltham, MA, USA Cat#13778100) according to the manufacturer’s instructions.

### 2.4. LDH Assay

Cell cytotoxicity was measured using the colorimetric CytoTox 96^®^ Non-Radioactive Cytotoxicity Assay (Promega, Madison, WI, USA, Cat# G1780) following the manufacturer’s instructions.

### 2.5. CYTO-ID Staining

Autophagy was measured by the CYTO-ID^®^ Autophagy detection kit (Enzo Life Sciences, Farmingdale, NY, USA Cat# ENZ-51031-0050) according to the manufacturer’s protocols.

### 2.6. FACS Analyses

Flow cytometry analyses of mouse BM and SP GFP^+^ leukemia cells were performed to assess the engraftment. Flow cytometry staining of BM, spleen and blood were performed using APC-CD3 (Thermo Fisher Scientific Cat# 17-0032-82), PerCP-eFluor710-CD8 (Thermo Fisher Scientific Cat# 46-0081-80), PE-CD4 (Thermo Fisher Scientific Cat# 12-0041-85), APC-eFluor780-CD25 (Thermo Fisher Scientific Cat# 47-0251-82) and PE-Cy7-PD1 antibodies (Thermo Fisher Scientific Cat# 25-9985-82). FlowJo 10 (Becton Dickinson, Franklin Lakes, NJ, USA) was used to analyze data and to prepare figures.

### 2.7. Annexin V Staining

BCR-ABL syngeneic leukemia cells and BV173 were stained with eFLuor780 Fixable Viability Dye (Thermo Fisher Scientific Cat# 65-0865) and PE-Cy7 Annexin V (Thermo Fisher Scientific Cat# 88-8103-72) according to the manufacturer’s instructions. Analyses were performed with BD FACS diva on LSR II (Becton Dickinson, Franklin Lakes, NJ, USA).

### 2.8. Western Blotting

Total cell lysates were prepared using the RIPA buffer (Thermo Fisher Scientific Cat# 89900) according to the manufacturer’s instructions. Protein concentration was measured with the BCA assay (Thermo Fisher Scientific Cat#23227). Equal amounts of protein (30 µg) were heat-denaturized in a lane marker-reducing sample buffer (Thermo Fisher Scientific Cat#39000), resolved by SDS-PAGE using Novex 4–20% Tris-Glycine MiniProtein Gels (Thermo Fisher Scientific) and transferred to PVDF membranes (Millipore, Darmstadt, Germany). The filters were blocked in 5% BSA for 1 h at room temperature and then incubated O.N at 4° with a primary antibody directed against cleaved caspase 3 (1:1000), phosphorylated p53 (1:1000), beclin1 (1:1000), p62 (1:1000), LC3B (1:1000), ULK1 (1:1000), vinculin (1:2000) (Cell Signaling, Danvers, MA, USA, rabbit mAb #9664, rabbit mAb #9284, rabbit mAb #3495, rabbit mAb #5114, rabbit mAb #2775, rabbit mAb #8054, rabbit mAb #18799), ATG9 (1:1000) (GeneTex, Irvine, CA, USA, rabbit mAb # GTX128427) and tubulin (1:2500) (Millipore, Burlington, MA, USA, #05-661). 

Peroxidase-conjugated IgG (Santa Cruz, CA, USA) was used as a secondary antibody.

ImageJ software version 1.52a was used to analyze western blot data.

### 2.9. RNA-seq Library Preparation and Data Analysis

(Supplementary methods): RNAseq data are deposited in the GEO database GSE212918. 

### 2.10. In Vivo B-ALL Model

All animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Southern California. All mice were maintained in a pathogen-free environment and housed in clear shoebox cages in groups of five animals per cage with a constant temperature and humidity, a 12 h/12 h light/dark cycle and unlimited access to water.

Obese model: Diet-induced obese C57BL/6J mice (Jackson Laboratories, Bar Harbor, ME, USA, Cat# 380050) were weaned onto 60% calories from fat diet (Research Diets, New Brunswick, NJ, USA, D12492) and maintained on the diet until dietary intervention. At 20 weeks of age, mice were injected retro-orbitally with 1 × 10^4^ GFP-expressing BCR-ABL syngeneic leukemia cancer cells. One week later, mice were divided into 4 groups: HFD + vehicle (HFD *n* = 5), HFD + FMD (*n* = 5) 4 cycles + vehicle, HFD + chemo drugs (vincristine (HFD + VC *n* = 5)) I.P. 0.5 mg/kg once a week and HFD + FMD +VC (*n* = 5) (VC Sigma Aldrich, St. Louis, MO, USA, Cat#V8388).

Normal diet model: 50 C57BL/6J mice (Jackson Laboratories Cat# 000664) (20 weeks old) were injected as described above. One week later, the mice were divided into 4 groups: ad lib+ vehicle (AL *n* = 10), FMD (*n* = 12) 4 cycles + vehicle, ad lib+ vincristine (AL + VC *n* = 14) I.P. 0.5 mg/kg once a week and FMD +VC (*n* = 14).

### 2.11. Mouse FMD Diet

The mouse version of the FMD was a 3-day regimen [14,15] (Table S1 and supplementary methods). 

### 2.12. Vincristine and Chloroquine in an In Vivo Model of BCR-ABL B-ALL

40 mice C57BL/6J (20 weeks old) were injected with GFP-expressing BCR-ABL syngeneic leukemia cancer cells. One week later after tumor injection, they were divided into 5 groups: ad lib+ vehicle (AL), ad lib+ chloroquine once a week I.P. 50 mg/kg/day (AL + CQ *n* = 8), fasting-mimicking diet (FMD + CQ *n* = 8) 4 cycles + CQ, ad lib+ VC + CQ once a week (AL + VC + CQ *n* = 8) and FMD +VC + CQ (*n* = 8) (CQ Sigma Aldrich Cat# PHR1258).

### 2.13. CD8+ Cells In Vivo Depletion

Complete depletion of CD8+ CTL was achieved by intraperitoneal administration of neutralizing monoclonal antibody (αCD8; clone YTS 169.4 BioXCell Lebanon, NH, USA, Cat# BP0117) or rat IgG (BioXCell, Cat# BP0090) every 4 days after 1 week of tumor implantation. The depletion of circulating CD8+ CTL over time was confirmed by FACS analysis.

### 2.14. Statistics and Experimental Design

For statistical significance of the differences between the means of the two groups, we used two-tailed Student’s *t*-tests. The statistical significance of differences among multiple groups (≥3) was calculated by performing ANOVA multiple comparisons of the means for each group. The survival rates of the two groups were analyzed using a log–rank test and were considered to be statistically significant if *p* < 0.05. 

No samples or animals were excluded from analysis, and sample size estimates were not used. Animals were randomly assigned to groups. Studies were not conducted blinded.

## 3. Results

### 3.1. FMD Cycles Promote Cancer-Free Survival in Obese Leukemic Mice in Combination with Vincristine

We investigated whether FMD cycles, in combination with vincristine therapy, could improve the outcome of BCR-ABL B-ALL in an obese murine model.

C57BL/6J (20 weeks old) obese mice raised on a high-fat (60%) diet were implanted with GFP-expressing BCR-ABL syngeneic leukemia cancer cells [16]. Seven days post-implantation, obese mice were randomized into four groups: high-fat diet (HFD), HFD + FMD (FMD 3–4 days a week for 4 weeks), HFD mice treated with vincristine and HFD mice treated with FMD plus VC (Figure 1a). Mice were routinely examined for tumor progression and body weight (Figure 1b). FMD alone did not improve ALL survival but did improve survival in combination with VC; 40% of HFD+FMD+VC mice showed long-term cancer-free survival versus 20% in the HFD+VC group and none in the HFD or HFD+FMD only groups (Figure 1c). In a separate experiment, flow cytometric analyses showed a major reduction of GFP^+^ tumor cells in HFD+FMD+VC vs. HFD+VC spleens isolated from obese mice sacrificed after three weeks of treatment (Figure 1d,e). 

### 3.2. FMD Cycles in Combination with Vincristine Promote Cancer-Free Survival in a Normal-Weight Syngeneic Mouse Model of Pre-B-ALL

In a second in vivo model, we investigated the effect of periodic cycles of FMD + VC to treat ALL in mice maintained on a standard chow diet and of normal weight. C57BL/6J mice were injected with GFP-expressing BCR-ABL syngeneic leukemia cancer cells and one week later divided into four groups: regular chow ad libitum (ad lib+ vehicle (AL *n* = 10)), FMD (*n* = 12) + vehicle, ad lib+ vincristine (AL + VC *n* = 14) and FMD +VC (*n* = 14) (Figure 2a). Mice on FMD cycles exhibited acute weight loss each cycle, which was reversed during refeeding (Figure 2b). FMD alone did not improve median survival compared to the untreated standard chow group (25 vs. 23 days, *p* = *n*.s.) but did result in a significant improvement in overall survival (Figure 2c). Over half of the FMD + VC group survived more than 110 days without any leukemia symptoms, indicating a major improvement in cancer-free survival compared to the AL + VC group (*p* < 0.05 vs. AL + VC) (Figure 2c). In agreement with this finding, FMD + VC mice exhibited the smallest spleen size, weight, and GFP expression by qPCR (Figure 2d–f). Flow cytometry confirmed low numbers of GFP^+^ tumor cells in the bone marrow and spleen. On the day of autopsy, a reduction of ALL cells in both organs and a complete absence of tumor cells in the FMD + VC mice with long survival was shown (Figure 2g,h; Supplementary Figure S1). 

### 3.3. In Vitro Short-Term Starvation Reduces Cell Proliferation of Mouse and Human Leukemia Cells and Inhibits Autophagy

We investigated the in vitro effects of short-term starvation (STS) on mouse (8093, M-ALL) and human (BV173, H-ALL) ALL cell lines grown under normal culture media (CTRL) or fasting-mimicking condition (STS medium with 0.5 gr/L glucose and 2% FBS) [17], with or without VC 5 nM. The STS medium reduced M-ALL and H-ALL proliferation (Figure 3a). STS in combination with VC decreased the cell number of both M-ALL and H-ALL cells by 70% by 48 h compared to the control medium. STS + VC also induced cell death as shown by a significant increase in lactate dehydrogenase (LDH) release (Figure 3b) and AnnexinV/eFluor780 viability dye staining. Compared to VC alone, 48 h of FMD + VC treatment increased apoptotic and necrotic M-ALL cells from 17.58 ± 2.18% to 42.32 ± 5.38% and H-ALL cells from 24.60 ± 4.44% to 60.66 ± 5.44% (Figure 3c,d). These analyses confirmed the effect of STS in enhancing VC-mediated cell death.

To dissect the molecular mechanism responsible for the effect of FMD + VC on cancer-free survival, we performed RNA-seq analyses on spleen tissue isolated from BCR-ABL B-ALL mice at the end of the treatment (Figure 3e). 

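Spleen RNA of 24 male C57BL/6J mice was sequenced, 6 mice in each of the AL, FMD, AL + VC and FMD + VC groups. The mice were 20 weeks old and had received 10000 GFP-expressing BCR-ABL leukemia cells. Vincristine, which binds tubulin and blocks microtubule assembly, was given at 0.5 mg/kg once a week, and the FMD was given in 4 cycles of 3 days. Ribosomal RNA was removed before the libraries were made, so that the libraries hold non-coding RNA as well as mRNA. The authors mapped the reads to the mouse genome GRCm38 with HISAT2 2.1.0, counted reads per gene with HTSeq 0.6.1 and transformed the counts with DESeq2. The deposited values are regularized log2 (rlog) values of 46078 genes, 1 value per mouse. The read depth of each mouse cannot be read from rlog values and is unknown here, and a fold change between rlog values understates the change of genes with few reads. The 16557 genes with a mean rlog of at least 3.32, the log2 of 10, were compared between groups with limma, in 1 linear model of the 4 groups with a shared estimate of the spread. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called higher or lower. The median rlog of the tested genes lay between 7.73 and 7.86 in every mouse. A single RNA annotated as non-coding, Gm26917, took between 9.73% and 30.4% of the expression of a mouse summed over the tested genes (2 to the power of rlog). Neither the source of these reads nor the extent of ribosomal RNA removal was tested. On the first principal component, with 45.7% of the variance, the AL mice lay between -68.6 and -23.3 and the FMD + VC mice between 14.9 and 52.6. The AL + VC mice were spread from -44.8 to 46.9, over most of the range of the other groups. A transcript of GFP was not analysed here.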

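Ulk1, which encodes the kinase that starts autophagosome formation, and Atg9a and Atg9b, which encode membrane proteins that supply lipid to the growing autophagosome, were lower in the spleens of FMD + VC mice than in those of AL mice. Ulk1 (chromosome 5 of GRCm38, 110784488 to 110810097, minus strand) had an rlog value of 9.22 ± 0.15 (SD, n = 6 mice) in FMD + VC and 9.83 ± 0.56 (SD, n = 6) in AL, a log2 fold change of -0.60 (standard error 0.20, adjusted p = 0.0179 from limma). Atg9a (chromosome 1, 75180860 to 75192196) was at 7.84 ± 0.07 in FMD + VC and 8.63 ± 0.50 in AL, a log2 fold change of -0.79 (standard error 0.18, adjusted p = 0.00162). For Atg9b (chromosome 5, 24384181 to 24392143) the values were 3.71 ± 0.41 and 4.68 ± 0.31, a log2 fold change of -0.97 (standard error 0.29, adjusted p = 0.0107). The 4 Atg4 genes encode proteases that process the ATG8 proteins, and none of them passed the test. Atg4a (chromosome X, 140956907 to 141164270) had a log2 fold change of -0.63 (standard error 0.27, adjusted p = 0.0628), and Atg4b, Atg4c and Atg4d had log2 fold changes of -0.27, 0.20 and -0.22 (adjusted p = 0.192, 0.0913 and 0.529). Sqstm1 (chromosome 11, 50199366 to 50210827), which encodes the autophagy receptor p62, was at 11.30 ± 0.10 in FMD + VC and 11.06 ± 0.32 in AL, a log2 fold change of 0.24 that did not pass (standard error 0.13, adjusted p = 0.162). Fez1 (chromosome 9, 36821864 to 36878924), whose product binds to kinesin and microtubules, lay below the minimum of the test, at 2.48 ± 0.13 in FMD + VC and 1.80 ± 0.21 in AL. In the fit without a minimum, over 32904 rows, its log2 fold change was 0.69 (standard error 0.16, adjusted p = 0.00285).
Between FMD + VC and AL + VC mice none of these genes passed the test in limma, and none had an unadjusted p under 0.05. The log2 fold change was -0.22 for Ulk1 (95% confidence interval -0.62 to 0.18), -0.19 for Atg4a (-0.75 to 0.36), -0.18 for Atg9a (-0.55 to 0.19), -0.59 for Atg9b (-1.18 to 0.01) and 0.21 for Sqstm1 (-0.07 to 0.49). Fez1 was at 2.43 ± 0.27 in AL + VC, with a log2 fold change of 0.06 (adjusted p = 0.964) in the fit without a minimum. With limma's weights for each library, by which mice close to the mean of their group count for more, Atg9b passed against AL + VC (log2 fold change -1.02, adjusted p = 0.00355, range over the settings chosen beforehand 0.00355 to 0.835). Sqstm1 then passed against AL + VC (0.34, adjusted p = 0.0234, range 0.0234 to 0.849) and against AL (0.40, adjusted p = 0.000188, range 0.000188 to 0.478). AL + VC mice 17, 18 and 41, with Atg9b at 3.85, 3.89 and 3.35, lie inside the FMD + VC range (3.32 to 4.43) and had weights of 0.270, 0.443 and 0.413. Mice 13, 14 and 37, with Atg9b at 4.94, 4.66 and 5.08, had 1.01, 0.694 and 1.26. The weighted comparison with AL + VC thus leans on the latter mice.
Against AL, Ulk1 no longer passed without AL mouse 25 or AL mouse 32 (log2 fold change -0.48 and -0.45, adjusted p from 0.00888 to 0.0517 over the 12 fits without 1 mouse), while Atg4a passed without AL mouse 2 or 33 (adjusted p from 0.0343 to 0.180) and Sqstm1 without AL mouse 25 (0.0396 to 0.313). With the level of Xist as a covariate, chosen after seeing the data, Ulk1 and Atg9a did not pass at log2 fold changes of -0.69 and -0.69 (standard errors 0.29 and 0.26) and Atg9b did not at 0.19. The Xist values of FMD + VC (10.45 to 12.99) and AL mice (13.88 to 15.68) do not overlap, so this covariate takes up part of the group difference. With the mean of erythroid genes as a covariate, also chosen then, Ulk1 did not pass (log2 fold change -0.23, adjusted p = 0.196, range over all settings 0.0125 to 0.737) and Sqstm1 did.

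**Figure D1:**
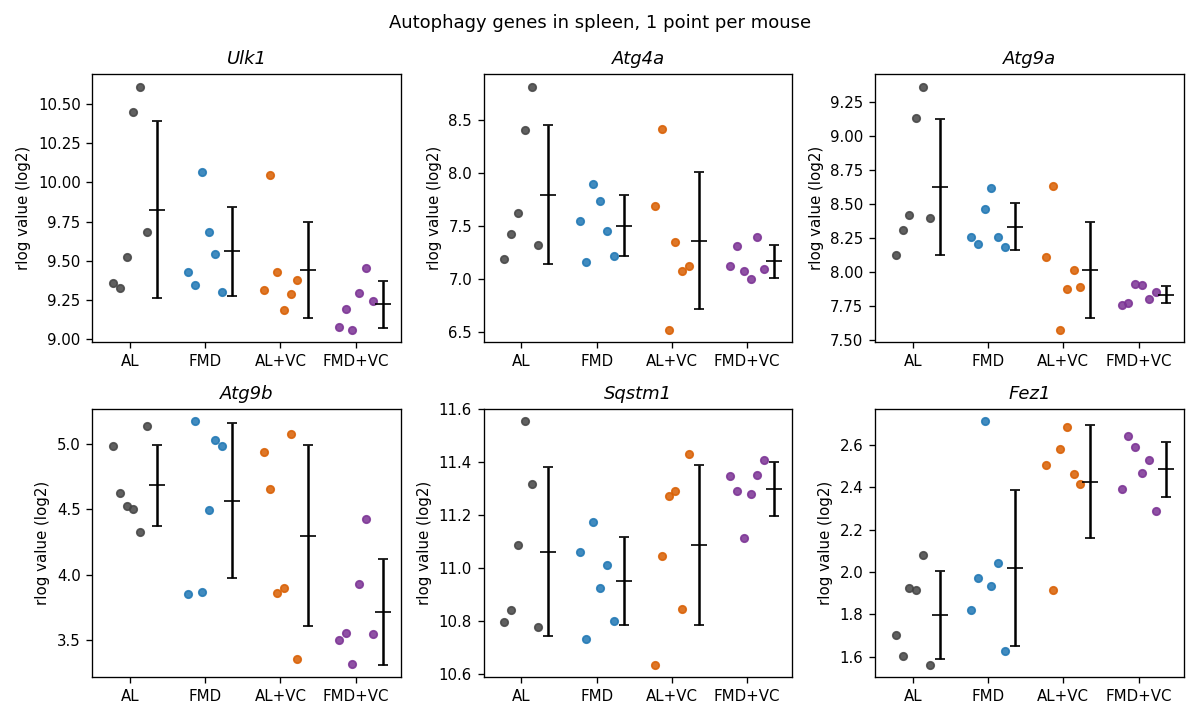
The rlog value (log2) of Ulk1, Atg4a, Atg9a, Atg9b, Sqstm1 and Fez1 in each mouse of the 4 groups, with the mean and SD of each group. For Atg9a the 6 FMD + VC mice lie at or below 7.92 and the 6 AL mice at or above 8.13.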

Our data revealed in the FMD + VC group the downregulation of genes involved in the initiation of autophagy, including ULK1, Atg4, Atg9a and Atg9b, and the up-regulation of autophagy genes such as Sqstm1 (p62) and FEZ1 in comparison to AL and AL + VC mice. FEZ1 is a negative regulator of LC3 lipidation [18], and when overexpressed, inhibits p62 degradation possibly through sequestration of ULK1. However, because these gene expression levels might be confounded by a higher splenic ALL cell burden in the AL and FMD groups than those treated with VC (Figure 2f), comparison between the first two lanes of Figure 3e have limited value, whereas the third and fourth lane can be compared.

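Genes of mature B cells and T cells were higher and genes of the cell cycle were lower in FMD + VC than in AL spleens. All 10 genes of mature B cells rose (10 when adjusted over the list alone), among them Cr2, the complement receptor CD21, and Ms4a1, which encodes CD20, with log2 fold changes of 2.60 and 2.40 (adjusted p = 4.09e-05 for both). Of 14 T cell genes 11 rose and none fell (11 adjusted over the list alone), with log2 fold changes of 2.27 for Cd3e and 2.29 for Cd8a. All 21 cell cycle genes fell (21 adjusted over the list alone), among them the mitotic cyclin Ccnb1 at -1.68 and Top2a at -1.29. Of 14 erythroid genes 8 fell (9 adjusted over the list alone), among them the transferrin receptor gene Tfrc at -2.17 and Gata1 at -2.01, and of 7 dendritic cell genes 3 rose (3 adjusted over the list alone), which were Cd209a, Xcr1 and Clec9a. Of 9 genes of pre-B cells, the cell type of this leukemia, Erg, Myb and Sox4 fell by 1.53, 1.51 and 1.18 on the log2 scale, while Vpreb3 and Lef1, which mature B cells and T cells also express, rose by 1.56 and 1.77. The pre-B cell receptor genes Vpreb1 and Igll1 did not pass (log2 fold change -0.92 and -1.23, adjusted p = 0.281 and 0.218). Xist, the non-coding RNA that silences an X chromosome of female cells, was at 11.15 ± 1.08 (SD, n = 6 mice) in FMD + VC and 15.03 ± 0.66 (SD, n = 6) in AL, a log2 fold change of -3.88 (standard error 0.75, adjusted p = 0.000594 from limma).
Over all genes 3228 were higher and 3305 lower in FMD + VC than in AL. The 10 called genes that rose most, by the naming rule, were Dapl1, Cd8b1, Cd209a, Fcamr, Fcer2a, Tdrp, Cr2, Fcmr, Igfbp5 and F2rl1, with log2 fold changes from 3.47 to 2.43. Besides Xist, those that fell most were Gria2, Slc17a8, Crisp1, Onecut2, Gpc5, Pcdh11x, Khdc1a, Scel and Gldc, with log2 fold changes from -3.58 to -3.06. The sets were tested with camera at a preset correlation between genes of 0.01 (adjusted p = 9.36e-10 for mature B cells, 6.45e-07 for T cells, 3.65e-09 for the cell cycle, 0.00787 for erythroid and 0.0164 for dendritic cells). By fry, which tests whether the genes of a list move one way and does not compare them with other genes, 4 of the 5 passed (adjusted p = 1.56e-05 for mature B cells, 0.00164 for T cells and for dendritic cells and 0.00286 for the cell cycle) and erythroid cells did not (0.0697). None of these held in camera with an estimated correlation (adjusted p = 0.80 with an estimated correlation for mature B cells and 0.879 for the others). With Xist as a covariate, chosen after seeing the data, no gene passed in limma between FMD + VC and AL (2224 with an unadjusted p under 0.05). Because Xist does not overlap between these groups (10.45 to 12.99 in FMD + VC and 13.88 to 15.68 in AL), the covariate takes up part of their difference. The loss of calls therefore does not show what the changes come from.
Between FMD + VC and AL + VC, 0 of 16557 genes passed in limma (smallest adjusted p = 0.136), and 1878 had an unadjusted p under 0.05. Chance gives 828 on average, but genes vary together, so the excess alone is no sign of an effect. The unadjusted count was 773 without AL + VC mouse 14 and 3098 without AL + VC mouse 41. With limma's weights for each library 4966 genes passed, where AL + VC mice 13, 14 and 37 had weights of 1.01, 0.694 and 1.26 and mice 17, 18 and 41 had 0.270, 0.443 and 0.413. In fits without 1 mouse, leaving out AL + VC mouse 18 gave 12 genes and leaving out AL + VC mouse 17 or FMD + VC mouse 42 gave 1. The median log2 fold change was 0.78 for the mature B cell genes, 0.83 for the T cell genes and -1.40 for the neutrophil genes (camera, adjusted p = 6.22e-10, 1.78e-07 and 7.64e-07, each with adjusted p = 0.447 with an estimated correlation). Adjusted over the list alone, 10 of 10, 8 of 14 and 8 of 12 of these genes passed, and none when adjusted over all genes. The mean of the mature B cell genes was 12.01, 12.40 and 12.09 in AL + VC mice 17, 18 and 41, within the FMD + VC range of 11.96 to 12.61. It was 11.12, 10.31 and 11.37 in mice 13, 14 and 37. For the neutrophil genes the means were 5.56, 6.48 and 5.78 against 8.58, 8.67 and 8.37, so these medians rest largely on mice 13, 14 and 37. Of 28 lists camera called 12, the other 9 being erythroid (median -1.08), cell cycle (-0.46), megakaryocyte (-0.58), macrophage (-0.17), stromal (0.26), dendritic cell (0.59), cytotoxic (0.24), MHC class I (0.24) and cholesterol synthesis genes (0.17), and 0 of the 12 were called with an estimated correlation (adjusted p from 0.447 to 0.69) or by fry. In the AL + VC group the Xist level was 14.98, 15.20, 10.68, 10.48, 14.45 and 11.11 in mice 13, 14, 17, 18, 37 and 41. Between FMD and AL no gene passed in limma (707 with an unadjusted p under 0.05, fewer than the 828 that chance gives on average). With library weights 2 genes passed, and 1 did in a fit of these 2 groups alone. Camera called 5 lists there, with a median of 0.56 for mature B cell, 0.34 for T cell, -0.20 for cholesterol synthesis, -0.14 for autophagy receptor and -0.14 for Figure 3e genes (adjusted p from 1.82e-07 to 0.0417), and none with an estimated correlation (lowest adjusted p = 0.805) or by fry. From the genes of Figure 3e the paper states that genes for the start of autophagy are downregulated and that Sqstm1 and Fez1 are upregulated with FMD + VC.

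**Figure D2:**
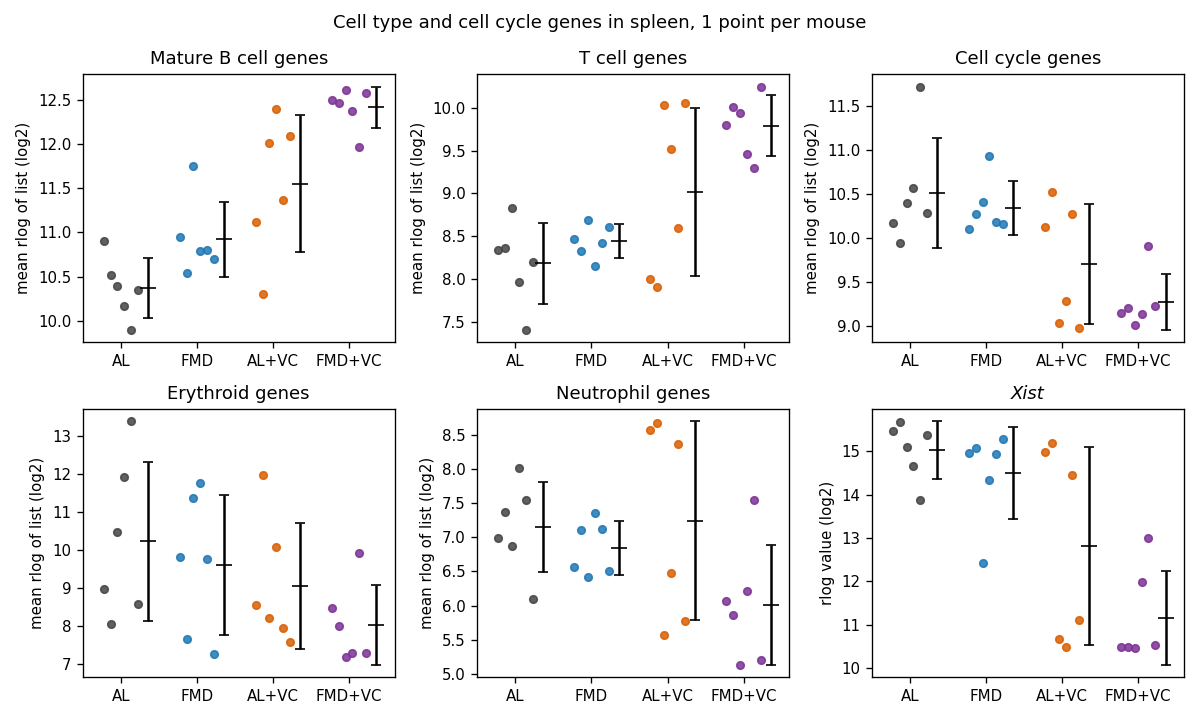
The mean rlog value (log2) of the mature B cell, T cell, cell cycle, erythroid and neutrophil genes, and the rlog value of Xist, in each mouse of the 4 groups, with the mean and SD of each group. For the mature B cell genes the 6 FMD + VC mice lie between 11.96 and 12.61 and the 6 AL mice between 9.90 and 10.91.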

Consistent with this result, protein expression analyses of autophagic markers indicate downregulation of LC3B and beclin1 in spleen tissue from the FMD + VC group (Supplementary Figure S2a,b). 

Autophagy plays a dual role in cancer pathogenesis: it can either promote or suppress tumor growth and survival [19,20,21]. To better understand the effect of STS and VC on autophagy, we analyzed key autophagic markers by Western blot in mouse and human ALL cells (Figure 3f,g). In agreement with the RNAseq analysis of spleen cells, STS + VC reduced expression of LC3B and beclin1 and increased the expression of the autophagy inhibitor p62. To quantify autophagy flux and LC3B turnover, chloroquine (CQ, 100 µM) was added to some samples 3–6 h before preparing the lysate. LC3B levels were not increased by chloroquine under FMD + VC conditions, indicating that autophagic flux is decreased.

These results were confirmed by Cyto-ID green, which showed strong staining in ALL cells that was reduced by VC and reduced further by STS + VC (Figure 3h). These results indicate that autophagy is highly active in ALL cells, but it is inhibited by FMD + VC. 

### 3.4. In Vivo Synergistic Effect of Autophagy Inhibition and FMD Treatment

To investigate whether autophagy inhibition may enhance or mediate the effects of fasting/FMD and VC against ALL progression in vivo, a syngeneic mouse model of BCR-ABL was treated with the autophagy inhibitor chloroquine in combination with an ad lib diet or FMD ± VC (*n* = 8/groups) (Figure 4a). Body weight was monitored during the treatment (Figure 4b). Weekly co-treatment with CQ and vincristine resulted in a dramatic increase of long-term survival in ad lib mice, which was not increased further by FMD treatment (Figure 4c). The combined VC + CQ treatment reduced the size of the spleen (Figure 4d), as well as detectible GFP+ tumor cells, irrespective of FMD treatment (Figure 4e,f). Protein expression of LC3B, beclin1 and p62 in terminal sacrificed mouse spleen tissue confirmed the effect of either CQ + VC or FMD + VC in inhibiting autophagy (Figure 4g,h). These findings indicate that ALL cells are protected from VC treatment by an autophagy-dependent mechanism, which is reversed/blocked by co-treatment with either FMD or the autophagy inhibitor CQ.

### 3.5. Reduced Expression of Autophagy Genes Enhances VC-Dependent Apoptosis in ALL Cells 

To investigate the mechanisms of STS/VC-dependent ALL death, the viability of M-ALL and H-ALL cells grown in a normal or STS medium with CQ was measured. CQ treatment caused cytotoxicity of M-ALL and H-ALL cells cultured in either a normal or STS medium. Rapamycin, an autophagy activator, did not significantly affect cytotoxicity, though it caused a trend to reduce VC cytotoxicity in H-ALL (Figure 5a). CQ alone induced maximal toxicity in H-ALL cells, with or without VC, and this was potentiated in STS. 

Similar patterns were observed when we inhibited autophagy by gene knockdown. Autophagy genes ULK1 and ATG9 were knocked down in M-ALL and H-ALL cell lines with two specific siRNA (ULK1-siRNA and ATG9-siRNA). We confirmed that the expression of ULK1 and ATG9 proteins was inhibited by siRNA transfection (Figure 5b). Knockdown of ULK1 and ATG9a inhibited cell proliferation (Figure 5c) and promoted cell death, resulting in increased LDH release (Figure 5d). These results confirm that the inhibition of autophagy inhibits the growth and survival of leukemia cells. 

To validate the role of STS + VC in activating apoptosis, we measured the effect of the combined treatment on the phosphorylated form of p53 (Ser15) and the activation of the pro-apoptotic enzyme caspase-3. Activation of p53 by phosphorylation can lead to either cell cycle arrest or apoptosis. Protein analyses of phospho-p53 and cleaved caspase-3 showed a potentiating effect of STS on the toxicity of VC, particularly in H-ALL (Figure 5e,f). Taken together, these data suggest that fasting/FMD plus VC induce apoptosis in murine and human B-ALL cells in part by an autophagy- and p53-dependent mechanism.

### 3.6. Effect of FMD + VC on Immune Response against BCR-ABL B-ALL Cancer

T cells can play an important role in the anti-tumor immune response. We previously showed that T cells mediate part of the effects of FMD against melanoma and breast cancer mouse models [22]. To determine whether FMD + VC may promote immune-dependent killing of B-ALL cells, we treated ALL mice with a single FMD cycle (*n* = 24 mice) and collected bone marrow, spleen and blood for flow cytometry analyses of the following T cell markers: CD3+CD4+, CD3+CD8+, CD4+CD25+, CD4+PD-1+, CD8+CD25+ and CD8+PD-1+ (Figure 6a,b). One cycle of FMD + VC shifted T cell populations toward anti-cancer immunity, increasing the pool of CD3+CD8+ in all three compartments, while reducing the pool of CD3+CD4+ cells in the bone marrow and spleen. Moreover FMD+VC significantly reduced the pool of both CD4+PD-1+ and CD8+PD-1+ cells (Figure 6b).

To test whether CD3+CD8+ T cells were required for FMD-dependent sensitization of leukemia cells to VC, we selectively depleted CD8+ T lymphocytes using a neutralizing monoclonal antibody (αCD8) or an IgGa (control) (Figure 6c,e). FMD + VC + IgGa control mice displayed the best outcome, with half of the mice showing long-term survival. However, CD8a treatment reversed this survival benefit (Figure 6d), indicating that the effects of FMD + VC are mediated at least in part by T cells. 

## 4. Discussion

FMDs have the potential to enhance the efficacy of a wide variety of cancer treatments, weakening cancer cells by a process we termed differential stress sensitization (DSS) while strengthening normal cells by a response termed differential stress resistance (DSR) [11,17,23,24,25]. The effects of fasting/FMD in inducing DSS in both in vitro and in vivo models were previously shown to be mediated, in part, by the reduction of circulating IGF-1 and glucose levels [11,17,23,24]. In a mouse leukemia model, fasting alone reversed the progression of both B and T cell ALL but did not affect acute myeloid leukemia (AML) [26]. 

Here we show that cycles of FMD induce significant anti-leukemia efficacy and cancer-free survival when combined with vincristine, in part by activating T-cell-dependent anti-cancer effects. Fasting/FMD alone causes a trend for increasing autophagy, but when fasting/FMD is combined with vincristine, a significant and consistent downregulation of autophagy markers is observed. This role of autophagy in the FMD/VC-dependent toxicity to ALL cells is confirmed by the effect of the combination of vincristine with the autophagy inhibitor chloroquine, which also promotes p53 modulation, apoptosis and cancer-free survival in agreement with the established role of p53 in mediating cell death in AML and in solid malignancies [27,28]. 

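In the spleens of mice on the FMD alone, 12 of the 14 tested autophagy genes of Figure 3e had a log2 fold change below 0 against AL, and none passed the test in limma. These are RNA levels, which do not measure autophagy activity. The paper gives comparisons of the first 2 lanes of Figure 3e limited value. It names as a possible confounder that AL and FMD spleens held more leukemic cells than spleens of the vincristine groups. It holds that AL + VC and FMD + VC can be compared. The same burden bears on the comparison of FMD + VC with FMD below. Under the settings chosen beforehand between 7 of 14 (library weights) and 13 of 14 (Vpreb1 and Igll1 as a covariate) were below 0, with 11 of 14 after quantile normalization, and in the fits without 1 mouse between 10 of 14 and 14 of 14 (without AL mouse 33). Without AL mouse 32, a fit chosen after seeing the data, Ulk1 was at -0.11, Atg9a at -0.15 and Atg4a at -0.091 (-0.29 with it), Becn1 and Scoc moved to 0.11 and 0.23, and 10 of 14 were below 0. The list was called lower by camera at the preset correlation (adjusted p = 0.0285), and was not called after quantile normalization or with an estimated correlation (adjusted p = 0.805). Atg14 was at 8.14 ± 0.15 (SD, n = 6 mice) in FMD, a log2 fold change of -0.27 (unadjusted p = 0.00471 from limma, adjusted p = 0.934), and was the only one of the 14 with an unadjusted p under 0.05. Ulk1 had a log2 fold change of -0.27, Atg9a -0.29, Map1lc3b -0.14, Becn1 -0.02 and Sqstm1 -0.11 (adjusted p from 0.934 to 0.988). None passed when adjusted over the list alone or with library weights.
When vincristine was added to the FMD, Hmgb1, Atg9a, Atg9b and Atg14 fell against FMD alone by 0.55, 0.50, 0.86 and 0.25 on the log2 scale (adjusted p = 0.00242, 0.045, 0.0345 and 0.0413). Map1lc3a and Atg3 rose by 0.51 and 0.34 (adjusted p = 0.0328 and 0.0468). Adjusted over the list alone, 3 genes rose and 4 fell, the third being Sqstm1 with a log2 fold change of 0.35 (adjusted p = 0.062 over all genes). For Ulk1, Map1lc3b and Becn1 the log2 fold changes were -0.34, -0.02 and -0.19 (adjusted p = 0.209, 0.909 and 0.271). In a fit of these 2 groups alone and with library weights, Ulk1 (-0.34 and -0.29, adjusted p = 0.048 and 0.0328) and Sqstm1 (0.35 and 0.38, adjusted p = 0.00577 and 0.000752) passed, and with library weights Gabarapl1 did (-0.34). The difference between the effect of the FMD with and without vincristine was tested as an interaction, and none of the 14 genes had an adjusted or an unadjusted p under 0.05.
In the 12 fits of FMD + VC against FMD without 1 mouse, Hmgb1 passed in 12, Map1lc3a in 7, Atg14 in 5, Atg9b in 4, Atg3 in 2 and Atg9a in 0. With Xist as a covariate none of the 6 passed, with Hmgb1 at -0.27, Atg9a at -0.41, Atg14 at -0.15, Atg3 at 0.13, Atg9b at 0.15 and Map1lc3a at -0.038. Xist was itself lower in FMD + VC than in FMD (log2 fold change -3.35), so this covariate takes up part of the difference. Hmgb1 alone passed without a minimum, where the log2 fold changes are the same, and with Vpreb1 and Igll1 as a covariate, where Atg9a was at -0.50 and Atg9b at -0.60. After quantile normalization (-0.20, adjusted p = 0.101) and in the fit of these 2 groups alone (-0.25, adjusted p = 0.054) Atg14 did not pass. With the mouse number as a covariate Hmgb1 and Atg14 passed, and Atg9a (-0.61), Atg9b (-0.98), Map1lc3a (0.52) and Atg3 (0.40) did not. With the erythroid genes as a covariate Atg9a (-0.27), Atg14 (-0.25) and Atg3 (0.33) did not pass.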

Emerging data indicate that autophagy is a major contributor to chemotherapy resistance in AML, CLL, multiple myeloma, lymphoma and in nonhematologic cancers. Inactivation of autophagy by deletion of *Atg5* or *Atg7* prolonged survival in an AML mouse model. Furthermore, *Atg7*-deficient mice showed less chemoresistance to cytarabine treatment [29]. Pharmacological inhibition of ULK-1 when combined with TKI treatment reduces growth of a CML cell line and patient-derived xenografted CML cells in mouse models [30]. Thus, autophagy inhibition may represent an important therapeutic strategy against many malignancies [19,20,31,32,33,34,35]. The only inhibitors approved by the FDA are the antimalaria drug chloroquine and its derivative hydroxychloroquine (HCQ), which suppress autophagy by blocking autophagosome fusion and degradation in the final steps of autophagy. Both CQ and HCQ have been investigated in preclinical studies and in clinical trials in combination with chemotherapy, radiation therapy or other targeted therapies, and which have shown evidence of enhanced antitumor activity caused by these combination [19].

Notably, CQ alone was able to delay ALL growth but caused only a minor effect on the survival of mice (Figure 4 and Figure 5). CQ disrupts the lysosomal functions, leading to cell death, and enhances VC efficacy compared with single-drug administration.

This role of autophagy in acting as an escape pathway in ALL cells treated with vincristine, which results in cell death when blocked by FMD, is in agreement with our recent study in which ER+ breast cancer cells treated with estrogen signaling and cdk4/6 inhibitors were killed by the effect of fasting/FMD cycles in blocking an escape based on insulin, leptin and IGF-1 signaling [36]. It is also in agreement with the effect of fasting/FMD in forcing the activation of PI3K-AKT and mTOR-dependent escape pathways, which resulted in the death of triple negative breast cancer cells when blocked [37]. Similarly, here, the toxicity of vincristine was limited by an autophagy-dependent escape mechanism, which was blocked by either FMD or chloroquine. However, it is important to point out that autophagy-inhibiting drugs are likely to have a more specific toxic effect on a limited range of cancer cell line, while fasting/FMD cycles instead appear to render many therapies more effective not only against a range of blood cancers but also against most solid tumors tested. Thus, the mechanism of action of FMD involves forcing many cancer cell types to reduce the number of redundant pathways that prevent cell death by generating energy or providing building blocks for the synthesis of DNA, proteins etc. These FMD-activated escape pathways can then be targeted by drugs, which in a number of mouse models, lead to tumor regression or cancer-free survival. The combination of FMD and these targeted drugs is likely to recruit immune cells by causing damage, including oxidative damage and DNA mutation in cancer cells. This may explain why FMD cycles are often effective against both immunocompetent and immunodeficient mouse cancer models, although blocking T cell function often reduces their efficacy.

In a previous study on a murine model of breast and melanoma cancer, we demonstrated that FMD in combination with chemotherapy was able to stimulate T-cell-dependent cytotoxicity against tumor cells, promoting the infiltration of CD3+CD8+ TILs and decrease of Tregs at the tumor site; an effect partially mediated by the downregulation of heme oxygenase-1 [22]. In this study, FACS analyses showed that mice treated with FMD + VC had a higher presence of CD3+CD8+ cells and a reduction of CD3+CD4+ cells, together with a lower pool of PD-1+ T cells in the bone marrow, spleen and blood. Thus, the combination of FMD + VC generated changes commonly associated with immunotherapy and consistent with the role of the immune responses in cancer-free survival. In fact, the in vivo depletion of CD8+ cells reversed the effect of FMD + VC on cancer-free survival (Figure 6). Thus, this study, together with our previous work [22], supports the role of fasting/FMDs in inhibiting autophagy and boosting immune response in combination with chemotherapy, which result in the killing of leukemia cells (Figure 7).

Different studies have shown a relationship between the immune system and autophagy [38]. In a murine metastatic liver tumor model, a combination of IL-2 with CQ increased long-term survival and enhanced immune cell proliferation and infiltration in the liver and spleen [39]. A clinical trial (NCT01550367) is currently testing the combination of HCQ and IL-2 as a treatment in patients with metastatic renal cell carcinoma.

In mouse melanoma and mouse and human ovarian cancer, it has been shown that blocking the PD-L1/PD-1 axis via anti-PD1 or anti-PD-L1 antibodies can trigger autophagy in tumor cells, and when coupled with autophagy inhibitors, enhance the response [40]. Moreover, different papers have shown that blocking autophagy recruits different immune cells in the tumor environment, promoting cancer regression [41,42,43]. 

Fasting/FMD and other dietary restrictions have also been tested clinically in a number of clinical trials. In a prospective, nonrandomized, controlled trial of 40 patients, the potential benefits of caloric restriction were shown (The Improving Diet and Exercise in ALL (IDEAL)) in the efficacy of chemotherapy in patients newly diagnosed with B-ALL. This intervention resulted in a low minimal residual disease risk, high-circulating adiponectin and low insulin resistance [44]. In a randomized controlled study of 131 patients with HER2-negative early-stage breast cancer, FMD cycles significantly enhanced the effects of neoadjuvant chemotherapy on the radiological and pathological tumor response [45]. A short-term fasting-mimicking diet was also well tolerated during chemotherapy in patients with ovarian cancers and appeared to improve quality of life and fatigue [46,47,48]. In conclusion, FMD cycles have high potential to be effective in increasing the toxicity of a range of therapies against ALL and other blood cancers and should be tested in randomized clinical trials, especially in combination with immunotherapy and low toxicity cancer therapies.

In summary, we present a new strategy for improving leukemia treatment by combining FMD with chemotherapy to promote the killing of ALL cells in part by an immune-dependent mechanism. Fasting/FMD has been shown to reduce chemotherapy-associated toxicity in pre-clinical and clinical studies [47,49,50] and thus represents a safe and potentially effective treatment adjunct for leukemia patients which should be tested clinically. 

## 5. Conclusions

FMD acts synergistically with vincristine to deplete B-ALL cells in mice. The beneficial effects of FMD on B-ALL progression and survival depend on autophagy inhibition and activation of anti-cancer immunity. The use of the autophagy inhibitor CQ can potentiate the effect of vincristine with or without fasting conditions. However, the use of autophagy inhibitors in cancer therapy could be challenging since, unlike FMD cycles, they may be effective only against a portion of cancers while also causing more side effects. These preclinical data provide proof of principle evidence for clinical trials testing the efficacy of the combination fasting/FMD with various therapies, including chemotherapy and immunotherapy.

## Figures and Tables

**Figure 1:**
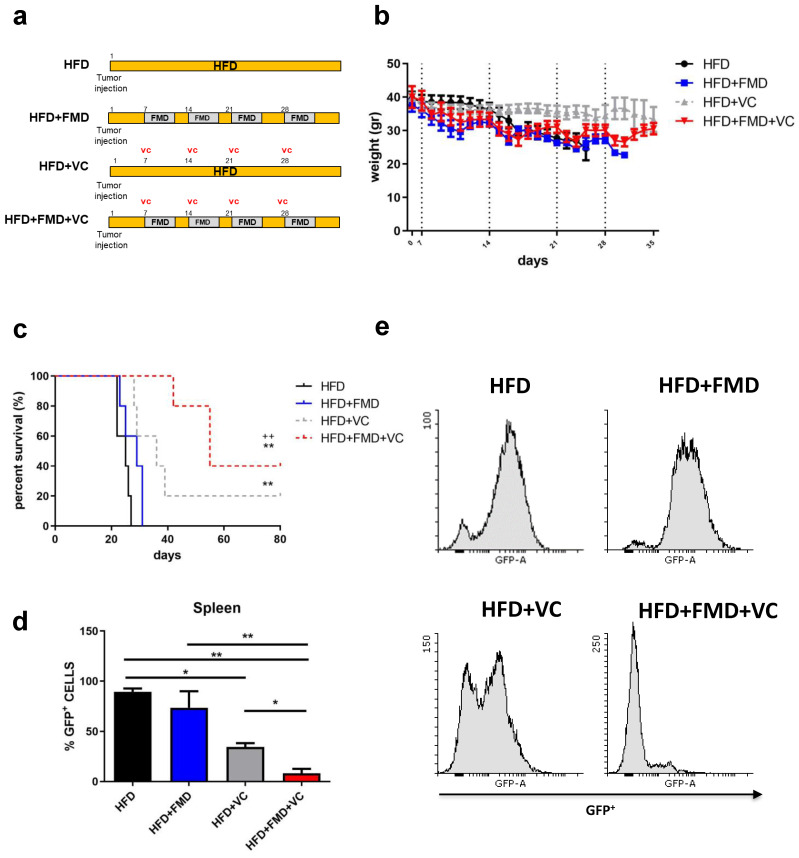
FMD cycles improve obese leukemic C57BL/6J mouse survival after vincristine treatment. (**a**) Experimental scheme, (**b**) body weight (gr) and (**c**) survival curve of periodical FMD in obese ALL murine model (*n* = 20) (*p* < 0.01 ** vs. HFD, ++ vs. FMD). A total of 20 diet-induced obese C57BL/6J mice were implanted with 1 × 10^4^ GFP-expressing BCR-ABL syngeneic leukemia cancer cells on day 0. Mice were randomized into groups of 5 mice with the following conditions: obese mice remaining on high-fat diet without vincristine (HFD) and with vincristine (HFD + VC) and obese mice receiving intermittent FMD without vincristine (HFD + FMD) and with vincristine (HFD + FMD + VC). VC (0.5 mg/kg/wk × 4 wks) was delivered I.P. beginning on day 7 (*n* = 5/group). (**d**,**e**) FACS analyses and representative histograms of GFP+ ALL cells in spleens taken from obese mice in the third week of treatment with or without FMD and VC (*n* = 3/group). Data are expressed as mean ± s.e.m. * *p* < 0.05, ** *p* < 0.01, one-way ANOVA.

**Figure 2:**
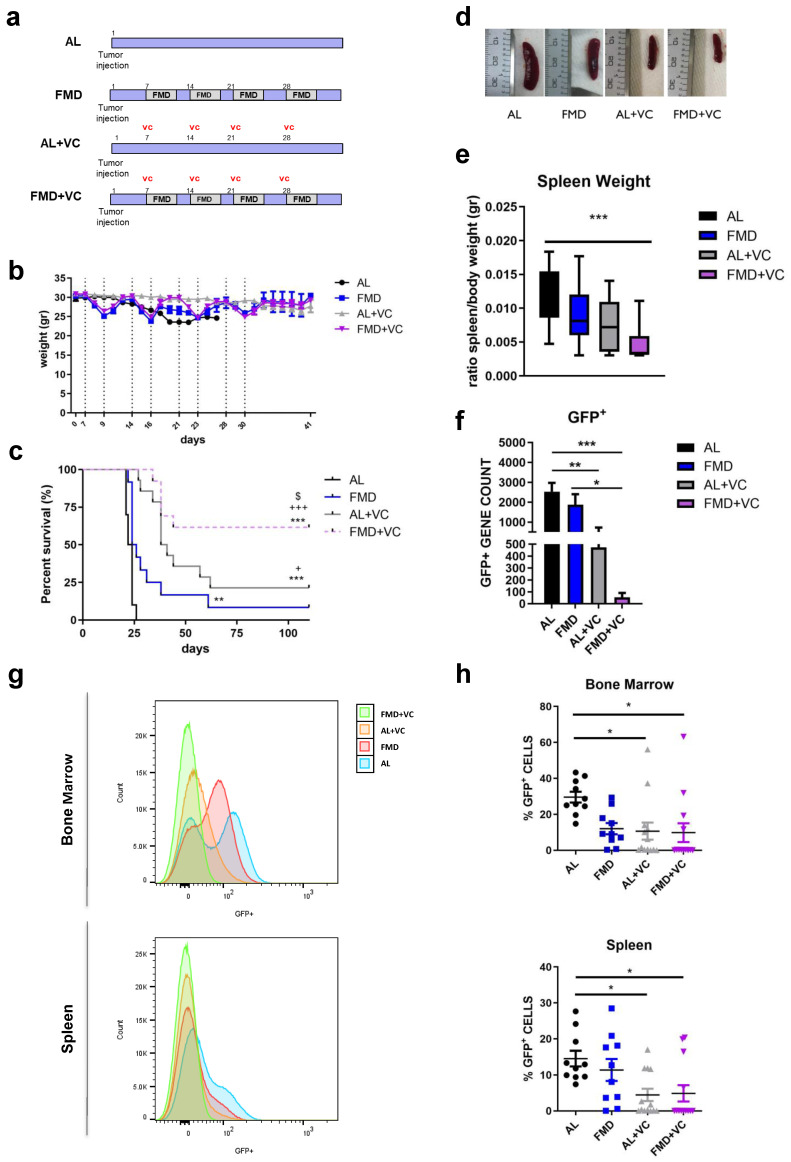
Effect of fasting-mimicking diet (FMD) in combination with vincristine in an in vivo model of BCR-ABL B-ALL. (**a**) Experimental scheme, (**b**) body weight (gr) and (**c**) survival curve of periodical FMD and vincristine in ALL in vivo model. Dashed vertical lines denote the FMD cycle. A total of 50 mice C57BL/6J (20 weeks old) were injected via retro-orbital injection with 1 × 10^4^ GFP-expressing BCR-ABL syngeneic leukemia cancer cells/mice. One week later, the mice were divided into 4 groups: ad lib+ vehicle (AL *n* = 10), fasting-mimicking diet (FMD *n* = 12) 4 cycles of 3 days + vehicle, ad lib+ chemo drugs (vincristine (AL + VC *n* = 14)) I.P. 0.5 mg/kg once a week and FMD +VC (*n* = 14) (*p* < 0.01 **, *p* < 0.001 *** vs. AL: *p* < 0.05 + *p* < 0.001 +++ vs. FMD: *p* < 0.05 $ vs. AL + VC). (**d**) Representative spleen picture, (**e**) spleen weight (gr) and (**f**) GFP+ RNA expression data (*n* = 6/group). (**g**) Representative histograms and (**h**) FACS analyses quantification for GFP+ tumor cells in bone marrow and spleen. Data are expressed as mean ± s.e.m. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, one-way ANOVA.

**Figure 3:**
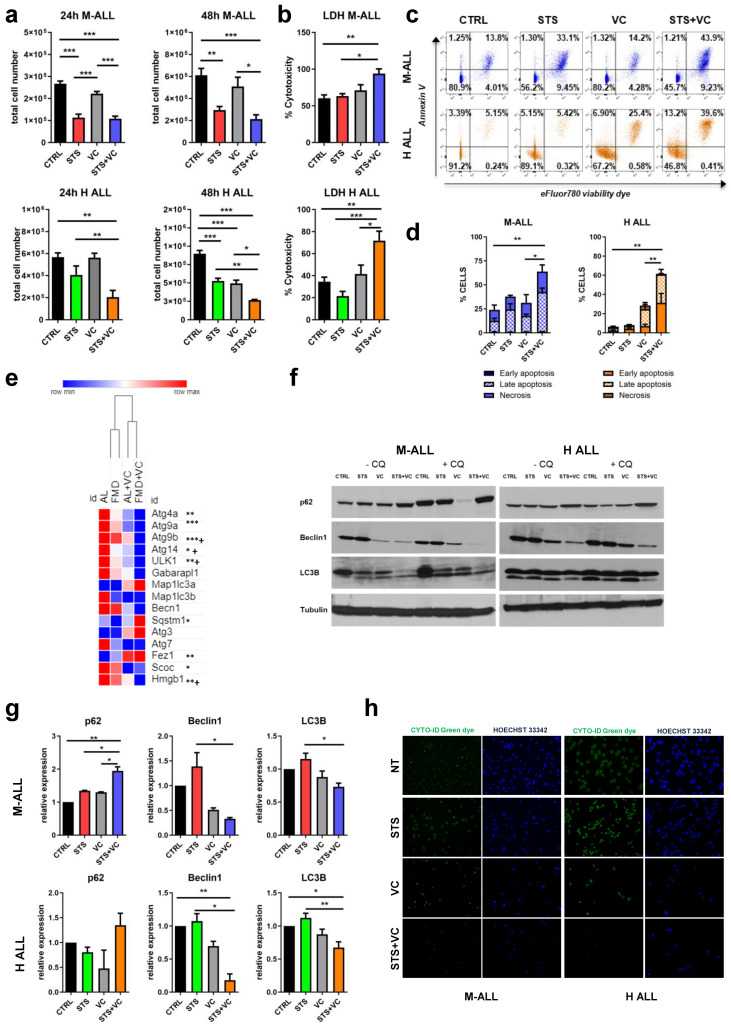
Effects of STS in combination with vincristine on mouse and human ALL cell lines. (**a**) Cell count and (**b**) LDH release of mouse and human ALL tumor cells were cultured in low-glucose (0.5 g/L) and 2% serum (in vitro STS) or in a standard glucose and 10% serum (control CTRL) medium ± vincristine 5 nM for 24 and 48 h. (**c**) FACS analyses of AnnexinV and eFluor780 viability dye of M-ALL and H-ALL tumor cell line and (**d**) percentage data quantification of cells in early and late apoptosis and necrosis. (**e**) Heatmap displaying autophagy gene expression in spleen tissue from AL, FMD, AL + VC and FMD +VC mouse (*n* = 6/each group) * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. AL and + *p* < 0.05 vs. VC. (**f**) Protein analyses of LC3B, beclin1, p62 and tubulin with or without chloroquine (CQ) 100 µM in M-ALL and H-ALL cell line. (**g**) Relative protein quantification performed by densitometric analysis using ImageJ64 software. Data are expressed as mean ± s.e.m. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, one-way ANOVA (*n* ≥ 3). (**h**) Cyto-ID green dye and Hoechst blue staining of M-ALL and H-ALL cells in normal or in STS media with or without VC 5 nM for 48 h.

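Of the other genes of panel e, Hmgb1, a chromatin protein that promotes autophagy when it binds to beclin 1, and Atg14, a subunit of the lipid kinase complex that acts early in autophagosome formation, were lower in FMD + VC than in AL spleens. The rlog value of Hmgb1 (chromosome 5 of GRCm38, 149046702 to 149184489) was 8.30 ± 0.13 (SD, n = 6 mice) against 8.99 ± 0.11 (SD, n = 6), a log2 fold change of -0.69 (standard error 0.10, adjusted p = 0.00011 from limma). For Atg14 (chromosome 14, 47540893 to 47570649) it was 7.89 ± 0.14 against 8.42 ± 0.15, a log2 fold change of -0.53 (standard error 0.09, adjusted p = 0.000205). Gabarapl1, an ATG8 protein gene, was lower (log2 fold change -0.47, adjusted p = 0.0175). Map1lc3a, which encodes LC3A, and Atg3, which encodes the enzyme that joins ATG8 proteins to lipid, were higher (0.51 and 0.35, adjusted p = 0.02 and 0.0246). Map1lc3b, Becn1, Atg7 and Scoc did not pass (-0.16, -0.20, -0.03 and -0.56, adjusted p = 0.224, 0.19, 0.717 and 0.192). Of the 14 genes of the panel that were tested, 2 were higher and 6 lower than in AL (2 and 7 when adjusted over the list alone). The list is the one the study shows for these same samples, and how it was chosen is not given in the sources used here, so the count adjusted over the list alone is not independent evidence.
Against AL + VC none of the 14 passed in limma, and Hmgb1 and Atg14 had an unadjusted p under 0.05 (log2 fold change -0.37 and -0.21, adjusted p = 0.422 and 0.427). Hmgb1 passed when adjusted over the list alone (adjusted p = 0.0197 from limma), and Atg9b, Atg14, Gabarapl1, Hmgb1, Sqstm1 and Atg3 passed with library weights. These weights were 0.270, 0.443 and 0.413 for AL + VC mice 17, 18 and 41 and 1.01, 0.694 and 1.26 for mice 13, 14 and 37, and so lean on the latter. In AL + VC compared with AL, Atg9a and Atg14 were lower (-0.61 and -0.32, adjusted p = 0.045 and 0.0381), and each passed in 5 of the 12 fits without 1 mouse (adjusted p from 0.00701 to 0.128 and from 0.017 to 0.103). Neither passed without a minimum or in a fit of these 2 groups alone, where the log2 fold changes are the same, or with library weights, where Atg9a was at -0.25 and Atg14 at -0.28, and Atg14 did not after quantile normalization (-0.27, adjusted p = 0.0609).
The wider autophagy lists showed no shared direction between FMD + VC and AL. Of 14 genes of the nucleation step 2 rose and 4 fell (2 and 4 adjusted over the list alone), with Pik3r4, the regulatory subunit of the class III lipid kinase, at 0.60 and Uvrag at 0.43. Of 16 genes of the ATG8 and ATG12 conjugation systems 4 rose and 1 fell (4 and 1 adjusted over the list alone), with Atg16l2 at 0.89 and Atg5 at 0.28. Of 10 receptors only Ncoa4, which carries ferritin to the autophagosome, fell (-0.60), of 5 genes of the ULK complex only Ulk1 did, and of 23 lysosomal genes 5 rose and 1 fell, with the transcription factor gene Tfeb at 1.01. None of these 5 lists was called by camera (adjusted p from 0.311 to 0.778).
Against AL, Gabarapl1 no longer passed without FMD + VC mouse 30 (adjusted p = 0.0516), Map1lc3a without FMD + VC mouse 21 (adjusted p = 0.0516) and Atg3 without AL mouse 33 or FMD + VC mouse 21 (adjusted p = 0.0638 and 0.0594); over the 12 fits without 1 mouse the ranges were 0.00299 to 0.0516, 0.0138 to 0.0516 and 0.0106 to 0.0638. With Xist as a covariate none of the 8 called genes passed, with Atg14 at -0.40, Hmgb1 at -0.36, Gabarapl1 at -0.37, Atg3 at 0.12 and Map1lc3a at -0.12. The Xist values of FMD + VC and AL mice do not overlap, so this covariate takes up part of the group difference. With the erythroid genes as a covariate Ulk1, Gabarapl1 (-0.20) and Atg3 (0.35) did not pass, with Vpreb1 and Igll1 as a covariate Map1lc3a (0.40) and Atg3 (0.32) did not, and in a fit of the 2 groups alone Gabarapl1 (-0.47) did not.

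**Figure D3:**
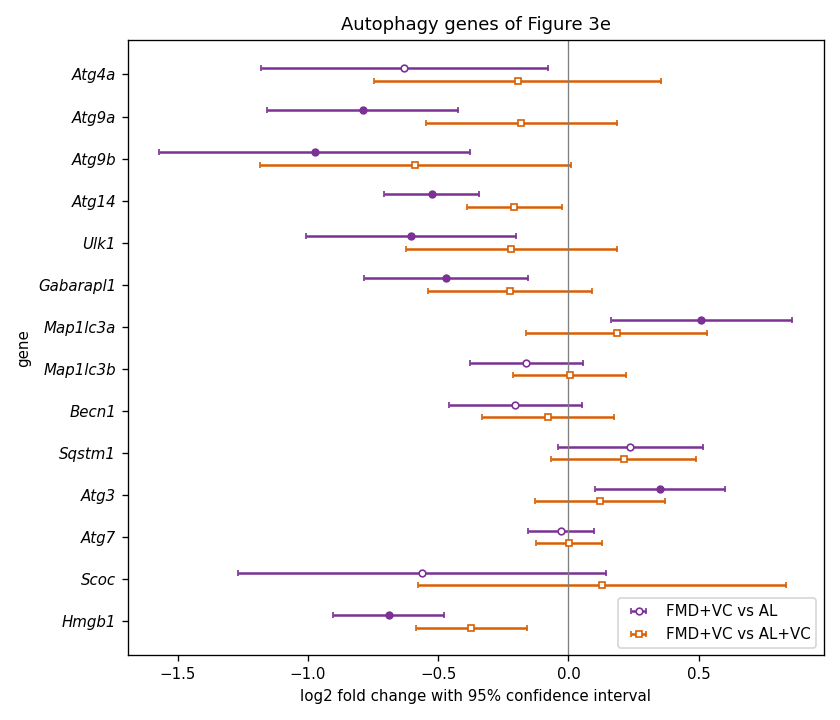
The log2 fold change of the 14 tested genes of Figure 3e between FMD + VC and AL (circles) and between FMD + VC and AL + VC (squares), with 95% confidence intervals. Filled symbols have an adjusted p under 0.05, and all 14 squares are open.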

**Figure 4:**
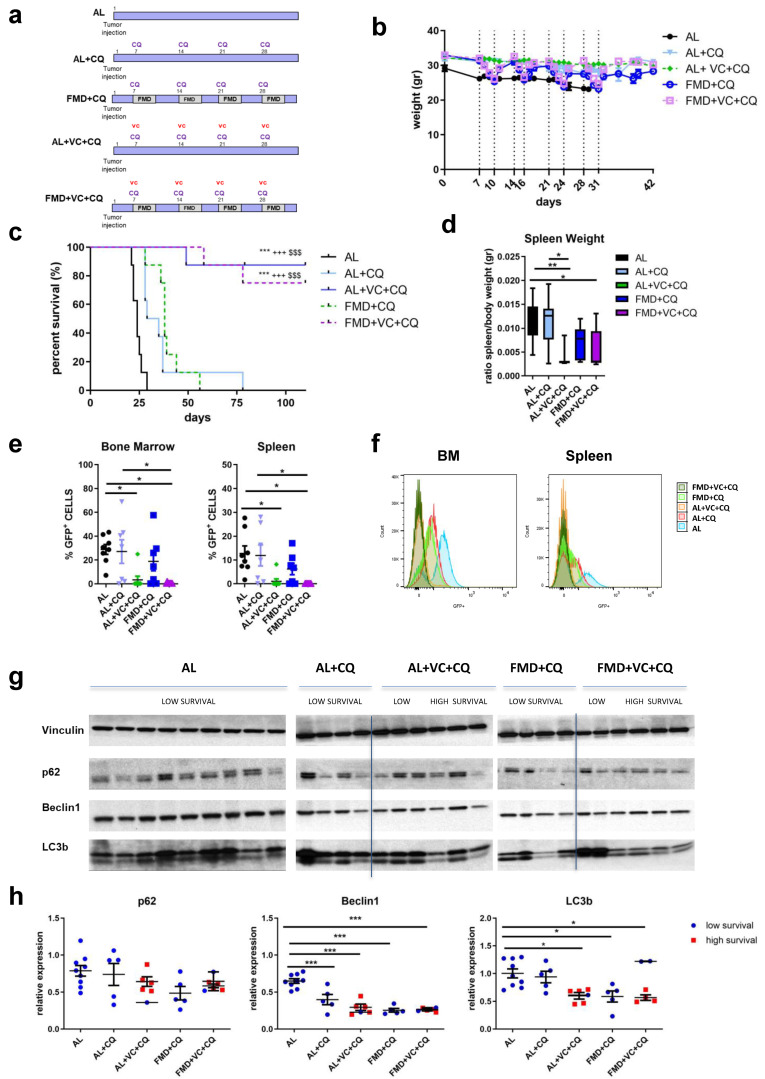
Effect of FMD in combination with vincristine and chloroquine in an in vivo model of BCR-ABL B-ALL. (**a**) Experimental scheme, (**b**) body weight (gr) and (**c**) survival curve. Dashed vertical lines denote the FMD cycle. A total of 40 mice C57BL/6J were injected via retro-orbital injection with 1 × 10^4^ GFP-expressing BCR-ABL syngeneic leukemia cancer cells/mice. One week later, the mice were divided into 5 groups: ad lib+ vehicle (AL), ad lib+ chloroquine once a week I.P. 50 mg/kg/day (AL + CQ *n* = 8), fasting-mimicking diet (FMD + CQ *n* = 8) 4 cycles (3–4 days) + CQ, ad lib+ VC + CQ once a week (AL + VC + CQ *n* = 8) and FMD +VC + CQ (*n* = 8) (*p* < 0.001 *** vs. AL, +++ vs. AL + CQ, $$$ vs. FMD + CQ). (**d**) spleen weight (gr). (**e**) FACS analyses representative histograms and (**f**) quantification for GFP+ tumor cells in bone marrow and spleen. (**g**) Protein analyses of LC3B, beclin1, p62 and vinculin in mouse spleen extract and (**h**) relative protein quantification performed by densitometric analysis using ImageJ64 software. Data are expressed as mean ± s.e.m. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, one-way ANOVA.

**Figure 5:**
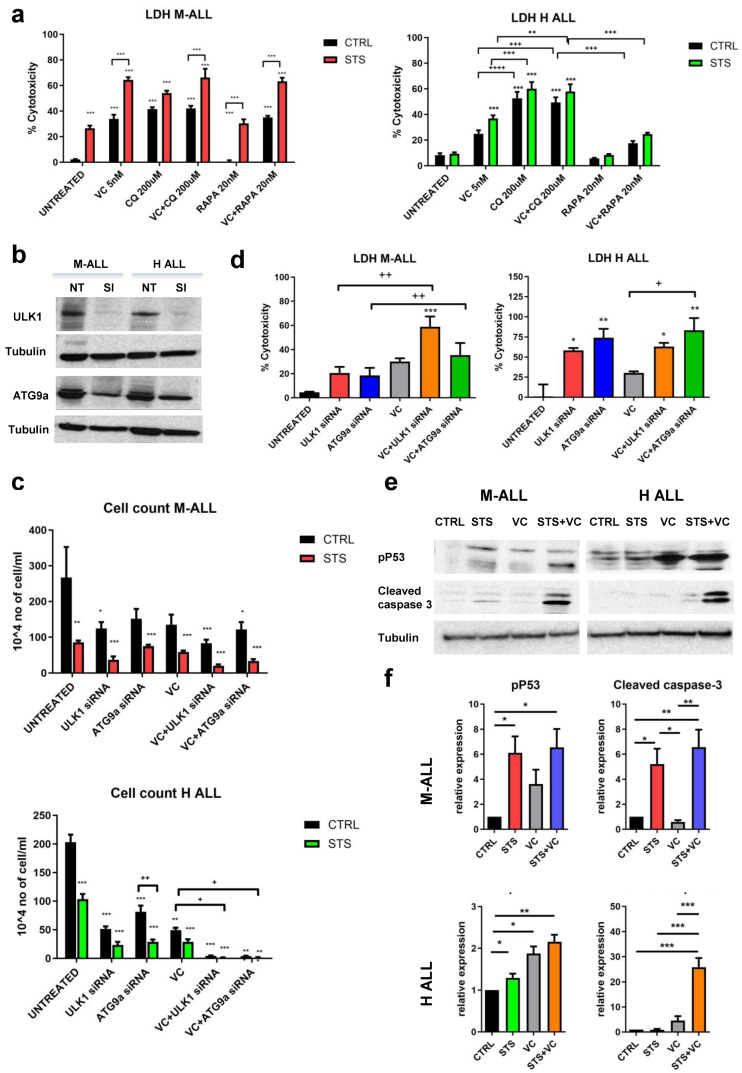
In vitro effects of STS in combination with vincristine on autophagy, cell death, and apoptosis. (**a**) LDH release of M-ALL and H-ALL cells cultured in STS or CTRL medium ± VC 5 nM for 48 h with or without chloroquine CQ 200 mM or rapamycin (RAPA) 20 nM. (**b**) Protein analyses of ULK1, ATG9a and tubulin after 48 h of transfection with the specific siRNA (Si) in normal medium. (**c**) Cell count and (**d**) LDH release of M-ALL and H-ALL after transfection with ULK1 siRNA (30 pM) or ATG9a (30 pM) siRNA with or without VC. (**e**) Western blot analyses and (**f**) relative protein quantification of phosphorylated p53, cleaved caspase 3 and tubulin in M-ALL and H-ALL cells (*n* ≥ 3). Data are expressed as mean ± s.e.m. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, + *p* < 0.05, ++ *p* < 0.01, +++ *p* < 0.001, ++++ *p* < 0.0001 one-way ANOVA.

**Figure 6:**
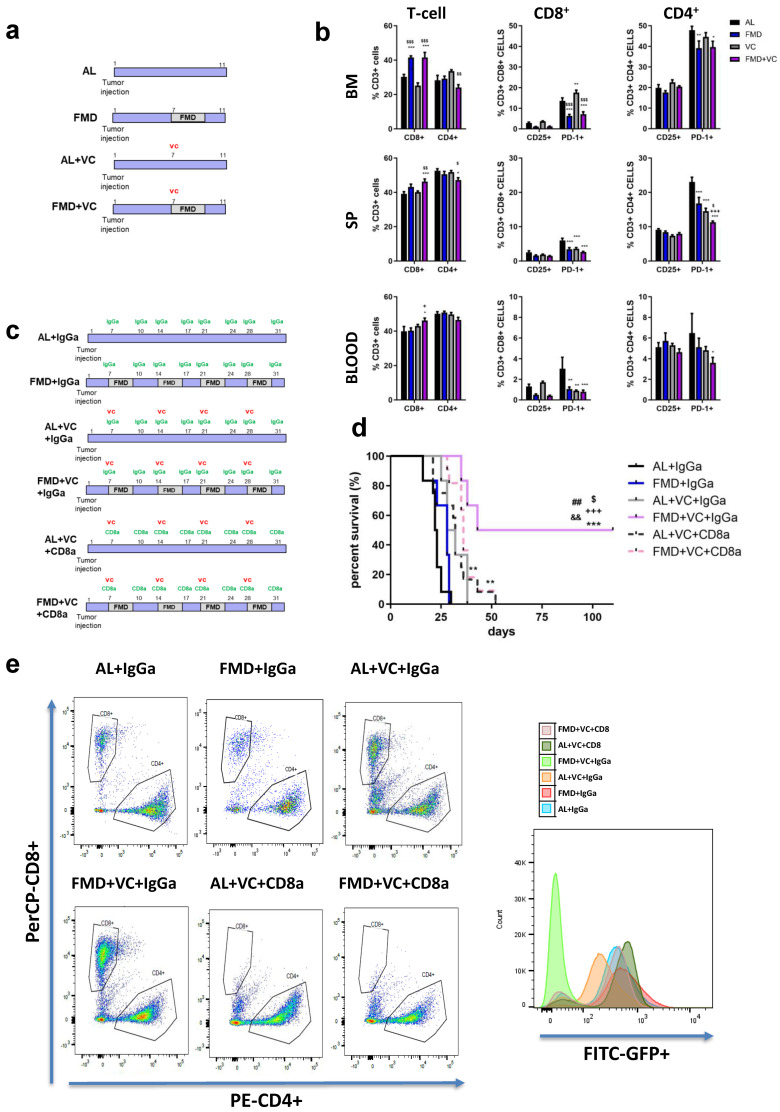
Effect of FMD in combination with vincristine on the immune response. (**a**) Experimental scheme of one cycle of FMD 3 days and vincristine in ALL in vivo model (*n* = 24). (**b**) FACS analyses quantification for CD3+CD4+, CD3+CD8+, CD3+CD4+PD-1+, CD3+CD4+CD25+, CD3+CD8+PD-1+ and CD3+CD8+CD25+ in bone marrow, spleen and blood. Data are expressed as mean ± s.e.m. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. CTRL, + *p* < 0.05, ++ *p* < 0.01, ++ *p*< 0.001 vs. FMD, $ *p* < 0.05 vs. VC one-way ANOVA. (**c**) Experimental scheme and (**d**) survival curve of periodical FMD and VC in ALL in CD8+ in vivo depletion model. A total of 54 mice C57BL/6J (20 weeks old) were injected via retro-orbital injection with 1 × 10^4^ GFP-expressing BCR-ABL syngeneic leukemia cancer cells/mice. One week later, the mice were divided into 6 groups: ad lib+ IgGa (AL + IgGa *n* = 12), ad lib+ VC once a week (AL + VC + IgGA *n* = 6), ad lib+ VC+ CD8a (AL + VC + CD8a *n* = 12), FMD (3 days) + IgGa (*n* = 6), FMD +VC + IgGa (*n* = 6) and FMD + VC + CD8a (*n* = 12) (*p* < 0.001 *** vs. AL + IgGa, +++ vs. FMD + IgGa, $ *p* < 0.05 vs. VC + IgGa, *p* < 0.01 ## vs. VC + CD8a, && vs. FMD + VC + CD8a). (**e**) Representative FACS plots for CD3+CD4+ and CD3+CD8+ and histograms for GFP+ cancer cells in the bone marrow.

**Figure 7:**
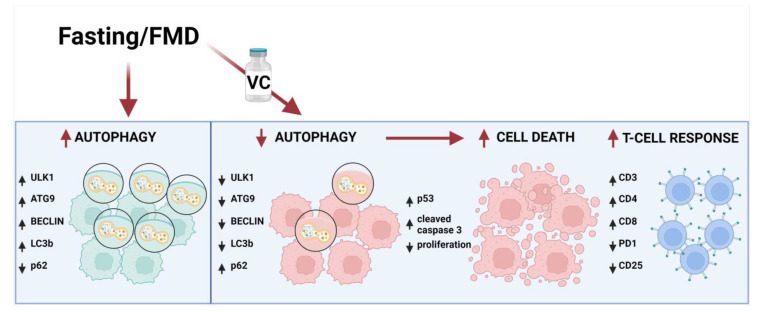
Schematic representation of FMD’s effect in combination with vincristine in leukemia cells. The effect of fasting or FMD alone on autophagy markers are based on the results from this study or the literature, but in the presence of VC, the autophagy pathway is inhibited by downregulation of Ulk1, ATG9, Beclin1 and LC3b and upregulation of p62. Consequently, apoptosis is activated by induction of p53 and cleaved caspase 3, leading to leukemic cancer cell death and increased T cell immune response against leukemia cells by activation of CD3, CD4 and CD8 expression and inhibition of PD-1 and CD25.

## Data Availability

All the data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15245870/s1, Table S1. Mouse FMD ingredients; Figure S1. Flow cytometry gating strategy to identify GFP+ BCR/ABL leukemia cells in the bone marrow and spleen; Figure S2. protein expression analyses of autophagic markers in-dicate downregulation of LC3B and beclin1 in spleen tissue from the FMD + VC group [51,52,53,54].

# Supplementary material for: Fasting-Mimicking Diet Inhibits Autophagy and Synergizes with Chemotherapy to Promote T-Cell-Dependent Leukemia-Free Survival
**Source:** Cancers (Basel). 2023 Dec 16;15(24):5870. doi: 10.3390/cancers15245870
**Supplement:** Supplementary file 1

Table S1. Mouse FMD ingredients

	Day 1 (g)	Days 2-3 (g)	Note
Broth mix	5.95	5.31	The blend ratio of 2 broth mixes is 1:1. - Vegetable Broth Mix (#60017, ABCO Laboratories, Fairfield, CA): Ingredients: Maltodextrin, Salt, Autolyzed yeast extract, Natural Flavor, Dehydrated Vegetables (tomato, onion, celery, parsley, spinach, garlic, carrot), Potato Flour, Xanthan Gum, Spices, Extractive of Spice (including turmeric), Soy Lecithin. Not more than 2% Soybean Oil added as a processing aid. - Chicken Flavor Broth Mix (#60016, ABCO Laboratories, Fairfield, CA): Ingredients: Maltodextrin, Salt, Autolyzed yeast extract, Natural Flavor, Dehydrated Vegetables (onion, celery, parsley, spinach, garlic, carrot), Potato Flour, Xanthan Gum, Spices, Extractive of Spice (including turmeric), Soy Lecithin. Not more than 2% Soybean Oil added as a processing aid.
EVOO	12.75	0	EVOO, Bertolli Extra virgin olive oil (Mizkan American, Inc, Mount Prospect, Illinois).
Essential fatty acid	0.21	0	Udo's Oil, 3*6*9 (Udo's Choice) Blend Ratio Ω 3:6:9 (Omega-3, alpha-linolenic acid; Omega-6, linoleic acid; Omega-9 oleic acid) is 6:3:2.5. (Flora Incorporated, Lynden, Washington).
Vegetable mix	14.88	0	- Beet Root powder (RM10711, The Synergy Company, Moab, Utah) (2.86 g). - Carrot Root powder (RM10437, The Synergy Company, Moab, Utah) (1.86 g). - Collard Leaf powder (RM10114, The Synergy Company, Moab, Utah) (1.24 g). - Kale Leaf powder (RM10115, The Synergy Company, Moab, Utah) (1.24 g). - Nettle Leaf powder (RM10130, The Synergy Company, Moab, Utah) (1.24 g). - Spinach Leaf powder (RM10747, The Synergy Company, Moab, Utah) (2.48 g). - Tomato Fruit powder (RM10409, The Synergy Company, Moab, Utah) (2.48 g). - Mitake Mushroom powder (ZNature Foods, West Palm Beach, FL) (1.86 g).
Glycerol	0	0.75	G9012, Sigma-Aldrich, St. Louis, Missouri.
Hydrogel (binding agent)	56.7	93.9	Clear H ₂ O, Westbrook, Maine.
Fiber	5	0	Cellulose, #3425, Bio-Serv, Flemington, New Jersey.
Mineral (AIN-93G-MX)	3.5	0	Teklad, TD.94046, ENVIGO.
Vitamin (AIN-93-VX)	1	0	Teklad, TD.94047, ENVIGO
**Sum**	**100**	**100**	

Supplementary methods

Mouse FMD diet: The mouse version of the FMD is a 3-day regimen (49-50). All diet ingredients were thoroughly mixed and then blended together with heated hydrogel (ClearH2O, Maine) (Table S1). Mice on the FMD diet were fed 50% of the standard daily calorie intake on day 1 and 10% of normal daily calorie intake on days 2 to 3. All mice were supplied with fresh food during the morning hours (8am-10am). **Post-FMD refeeding:** after the end of the day 2-3 diet, mice were fed ad libitum regular chow for up to 4 days to regain body weight before the next FMD cycle.

Peroxidase conjugated IgG (Santa Cruz, CA, USA) was used as secondary antibody.

RNA-seq library preparation and data analysis

Total RNA was extracted from the spleen (n=6/each group) using RNeasy Mini kit (QIAGEN, Germantown, MD, USA) followed by on-column DNase I digestion as per manufacturer's instructions. RNA integrity was verified with a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). RNA was quantified with the Qubit fluorometer (Invitrogen, Waltham, MA, USA), and 1 µg of purified RNA was utilized as starting material for library construction, which was carried out with the KAPA RNA HyperPrep Kit with RiboErase (KAPA BIOSYSTEM, Wilmington, MA, USA Cat#KK8560) as per manufacturer's instructions. Libraries were sequenced with an Illumina HiSeq 3000 system using 50-bp single-end reads.

The RNA-Seq reads are mapped to the mouse GRCm38 references using HISAT2 (2.1.0) [51] with tuned parameters determined in [52].

The script used to map reads is available at

https://github.com/smangul1/recycle.RNA.seq/blob/master/benchmark_RNASeq_aligners/code/run.hisat2.tuned.sh. The resulting mapped reads of each sample are stored in a binary format file (.bam). Gene counts were obtained by counting the number of sequencing reads overlapping each of the genes (HTSeq v0.6.1) [53]. Gene annotations (ENSEMBL GRCh38, gtf format) were downloaded

from www.ensembl.org. The script `htseq-count` is supplied with the GTF file with gene models and a bam file containing the mapped reads. The script generates individual gene counts by examining the read overlap with the genes. We choose a conservative setting (`--mode=intersection-strict`) to handle reads overlapping more than one feature. Thus, reads overlapping several genes simultaneously are marked as reads with no feature and excluded from consideration. Gene counts from every sample are used to determine genes differentially expressed across the conditions (DeSeq2 with default parameters). 

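DESeq2 divides the counts of each sample by a size factor, so that samples sequenced to different depths can be compared. Its regularized logarithm then puts the values on a log2 scale and draws those of genes with few reads toward the mean of the gene over all samples. The test for differential expression described here works on the counts, while the deposited values are on the transformed scale. A test on transformed values uses the spread between mice and not the counting error of each value.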

DeSeq2 models read counts as a negative binomial distribution and uses shrinkage estimation for dispersions and fold changes [54]. Within-group variability (variability between replicates) is used to determine if the observed difference between the conditions may be attributed to the experimental conditions and not to the biological variance. FDR corrected p-values are used to control the number of false positives.

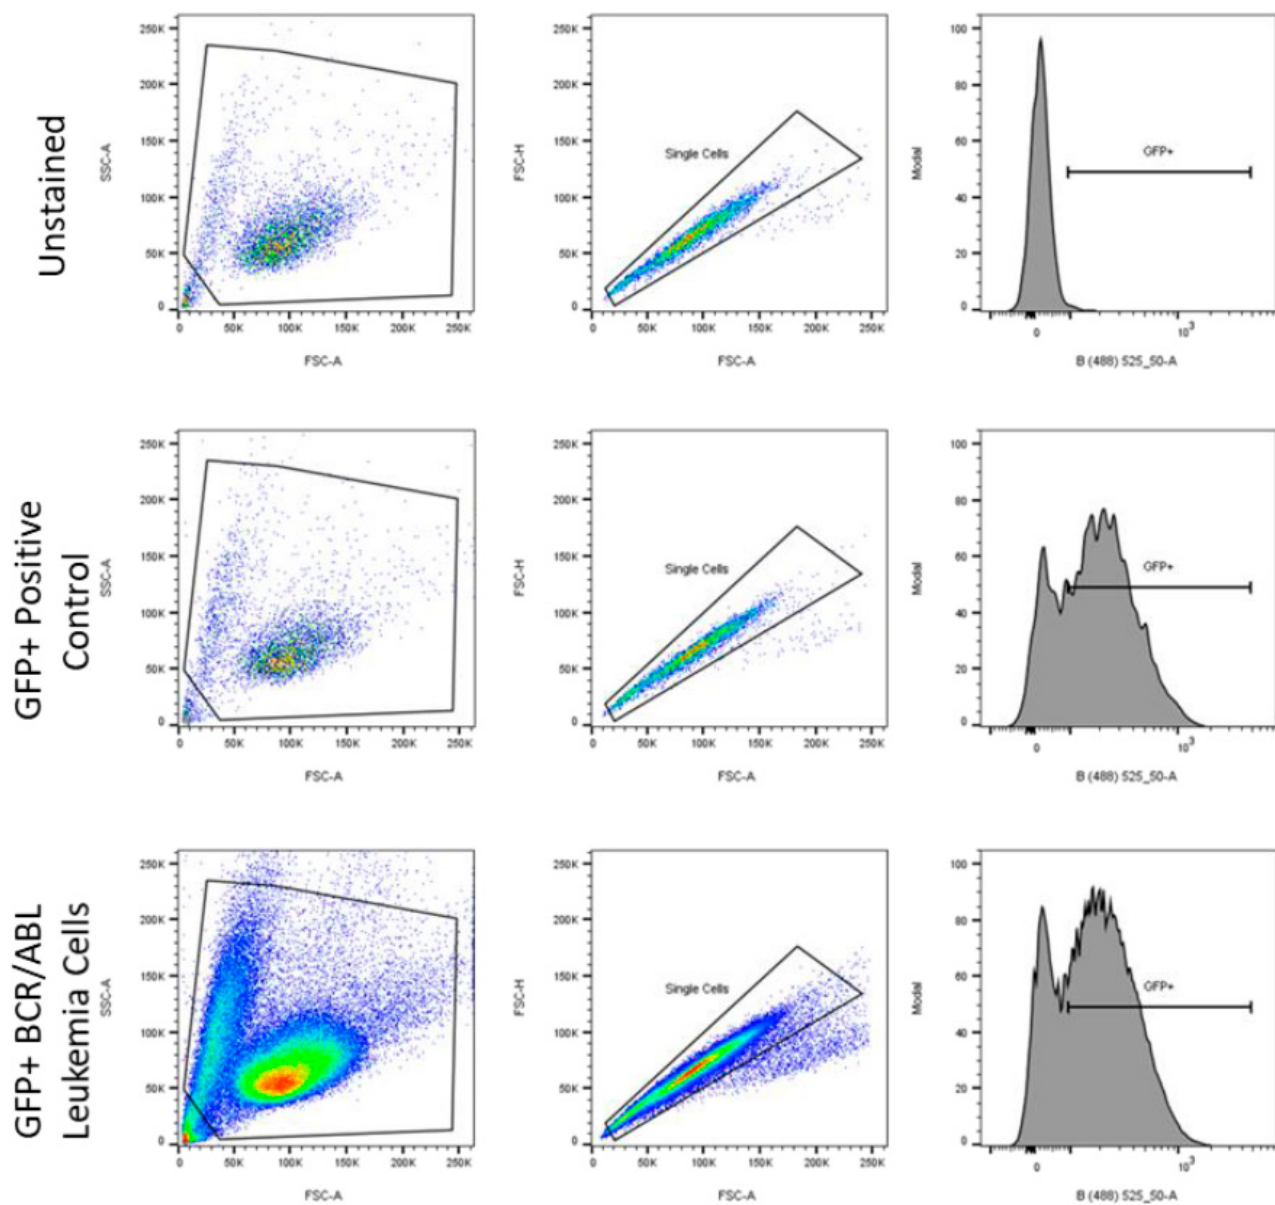

Figure S1. Flow cytometry confirmed low numbers of GFP+ tumor cells in the bone marrow and spleen.

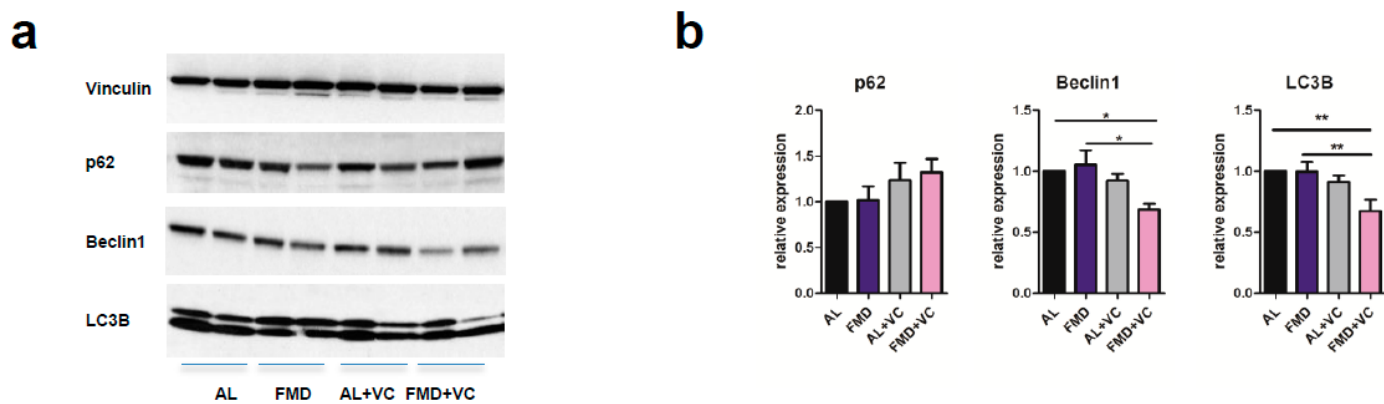

Figure S2. protein expression analyses of autophagic markers indicate downregulation of LC3B and beclin1 in spleen tissue from the FMD + VC group.

How the deposited data were processed for this re-analysis (not part of the article)

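Spleen RNA of 24 male C57BL/6J mice with BCR-ABL B-ALL was sequenced by the authors, with 6 mice in each of the AL, FMD, AL + VC and FMD + VC groups. Each mouse gave 1 library, and the mouse numbers in the labels differ between groups, so that no mouse of a group is paired with a mouse of another. According to the supplementary methods, libraries were made after removal of ribosomal RNA and sequenced from a single end. The authors mapped the reads to the mouse genome GRCm38 with HISAT2 2.1.0, counted them per gene with HTSeq 0.6.1 in its intersection-strict mode, and used DESeq2. The strand setting of the counting is not given in the sources used here. The supplementary methods name the annotation as Ensembl GRCh38, while the gene names deposited are mouse symbols. Gene coordinates printed here are those of GENCODE for GRCm38.

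The deposited values are log2 values, made by the authors with the regularized logarithm (rlog) of DESeq2 from gene counts scaled by size factors. No counts were used here, so the depth per mouse is unknown, no counting interval can be given, and the precision comes from the spread between mice alone. The regularized logarithm draws values of genes with few reads toward the mean of the gene, so a fold change of such a gene is understated. Of 46078 genes, those at 0 in every mouse and those with a mean rlog under 3.32, the log2 of a count of 10, were left out of the tests, which leaves 16557. Of these, 21 bear a date in place of a name and 126 share their name with another gene. They were tested but are not named.

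Groups were compared with limma 3.58.1 in R 4.3.3, with 1 coefficient per group over all 24 mice, 20 residual degrees of freedom and limma's empirical Bayes moderated test with a trend of the variance with the mean (eBayes). The comparisons were FMD + VC with AL, FMD + VC with AL + VC, AL + VC with AL, FMD with AL, FMD + VC with FMD, and the interaction of diet and vincristine. Adjusted p-values are those of Benjamini and Hochberg over the genes of each comparison, with a threshold of 0.05. Adjusted p-values over a list alone use the members of that list. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

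Gene lists were written before the data were examined, as were the comparisons, the minimum and the first set of other settings. They are the genes of Figure 3e, autophagy initiation, nucleation, conjugation and receptors, lysosome, pre-B cells, mature B cells, plasma cells, T cells, cytotoxic effectors, checkpoint and regulatory T cell genes, neutrophils, macrophages, dendritic cells, erythroid cells, megakaryocytes, stroma, exocrine pancreas, adipocytes, cell cycle, p53 targets, apoptosis genes, interferon-stimulated genes, MHC class I presentation, fasting response, cholesterol synthesis, immediate-early genes, tubulins and drug efflux pumps, and the genes named elsewhere in the paper. A list needed 3 tested members, which left 28 lists. They were tested with camera at a preset correlation between genes of 0.01, again with an estimated correlation, and with fry, which tests whether the genes of a list move on balance one way.

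Named genes follow a rule. Every gene of Figure 3e and every gene the paper names is given, apart from a few genes whose results are not reported here, together with the 10 genes that rose most and the 10 that fell most per comparison among those past the threshold, without immunoglobulin and T cell receptor segments and predicted genes, and up to 4 members per list with the smallest adjusted p, or a member needed to say what did not change. Fez1 has a mean rlog under the minimum and is given from the fit without a minimum. Xist is in the rule's list of genes that fell most, and Gm26917 and the Y-linked genes were named after their values were seen.

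The other settings chosen at that stage were no minimum, a minimum of 50 in place of 10, quantile normalization, a fit of only the groups compared, limma's weights for each library (arrayWeights), the mean of Vpreb1 and Igll1 as a covariate, and the mouse number as a covariate. Chosen after seeing the data were the level of Xist as a covariate, the mean of the erythroid genes as a covariate, both together, and leaving out each mouse in turn. The comparison of FMD + VC with AL was tested on simulated data with 50 changed genes of each size among 16557 genes. Of these genes 54% were called at a log2 change of 0.5, 86% at 1, 98% at 1.5 and 98% at 2, with 16 false calls. The simulated genes varied independently of each other and few of them were changed. Real genes vary together and 6533 were called, so these rates do not carry over to the data.

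The count-based test of the study and the other settings that need counts were not run, since only transformed values were used. A GFP transcript was not analysed here, and neither were protein measurements, flow cytometry or survival.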

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

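Chosen only after the result was seen were the tests of Xist and the Y-linked genes, the covariates Xist and erythroid genes, and the reading of the covariate tests between FMD + VC and AL + VC.

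In 10 of 108 groups of 6 values, a single mouse lay far from the other 5. Chance gives about 1 in 20 such groups, or 5.4. In the AL group they were mouse 32 for Scoc (8.34) and Atg4b (10.71) and mouse 33 for Igf1 (8.94). In the FMD group they were mouse 11 for Scoc (7.44), mouse 7 for Cd4 (11.49), mouse 9 for Cd3e (8.87) and Xist (12.43) and mouse 26 for Hmox1 (10.97). In the AL + VC group they were mouse 14 for Ulk1 (10.05) and mouse 18 for Igf1 (10.03). All are rlog values.

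The effect of the FMD differed with and without vincristine for 8 lists by camera at the preset correlation, tested as an interaction. The median log2 difference was 0.19 for autophagy receptors, 0.59 for T cells, -1.06 for neutrophils, -0.52 for megakaryocytes, 0.37 for stroma, -0.26 for the cell cycle, 0.18 for MHC class I and 0.35 for cholesterol synthesis. None of the 8 was called with an estimated correlation (adjusted p from 0.574 to 0.671) or by fry. No single gene passed the interaction in limma (504 with an unadjusted p under 0.05, fewer than the 828 that chance gives on average), and 657 genes did with library weights.

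Xist was lower in FMD + VC than in AL spleens (log2 fold change -3.88), which the paper does not report, while the 5 Y-linked genes tested, Ddx3y, Eif2s3y, Gm29650, Kdm5d and Uty, were higher (0.85, 0.88, 1.24, 1.43 and 0.87). The mean of the Y-linked genes was at least 7.25 in every AL mouse. This does not settle whether the sex label of the AL mice is right, because the spleens also hold injected cells whose sex is not given. A scaling effect is argued against by quantile normalization, after which the Y-linked genes had a median log2 fold change of 0.95 and Xist one of -3.96. In the 12 mice without vincristine, Xist and the mean of the Y-linked genes were correlated with r = -0.857 (permutation test, p = 0.00016, adjusted over 3 relations 0.00048; Spearman's rho -0.825, p = 0.0017), with r = -0.773 without AL mouse 32 and FMD mouse 9, and with r = -0.869 within AL and -0.893 within FMD. A candidate explanation is leukemic cells of female origin in male spleens, which was not tested against the sex of the injected line, as this is not given in the sources used here.

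The 6 autophagy genes of Figure 3e that were lower in FMD + VC than in AL had a median log2 fold change of -0.65. Scaling between libraries is argued against, since the median was -0.57 after quantile normalization, with 6 of 6 still past the threshold. With the erythroid genes as a covariate the median was -0.50 and 4 of 6 passed, with Atg14 at -0.53, Hmgb1 at -0.72, Atg9b at -1.10, Atg9a at -0.48 (-0.79 without it), Ulk1 at -0.23 (-0.60) and Gabarapl1 at -0.20 (-0.47), so that a share of erythroid cells stays open for the set. With Xist as a covariate the median was -0.38 and 0 of 6 passed: Ulk1 and Atg9a were at -0.69 and -0.69 with larger standard errors (0.29 against 0.20 and 0.26 against 0.18), Atg14, Hmgb1 and Gabarapl1 shrank to -0.40, -0.36 and -0.37, and Atg9b turned to 0.19. Because Xist differs between the groups, the content of leukemic cells, treatment and diet cannot be told apart.

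Between FMD + VC and AL + VC no gene passed in limma (1878 with an unadjusted p under 0.05, and 4966 genes with library weights). With Xist as a covariate 0 genes passed (446 unadjusted), and with the mouse number 0 genes passed (1550 unadjusted). The tests had been set to exclude a spread in leukemic cell content and the mouse number on a count of 0, which was wrong, because the count was 0 without a covariate as well and both covariates are correlated with the group over the 12 mice (-0.455 for Xist and 0.507 for the mouse number), so that part of the difference goes to them. A spread of leukemic cell content within the groups, the mouse number and an effect of the diet cannot be told apart here, and the size of such an effect is not bounded by the count of 0.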

How the results depend on the processing

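Chosen after seeing the data were the covariates Xist and erythroid genes, alone and together, and leaving out each mouse in turn; the other settings were chosen beforehand. For every value below that changed with a setting, the cause was not tested unless one is given.

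Among single autophagy genes of Figure 3e, 529 of 568 values under the settings chosen beforehand kept their direction and side of the threshold or were not called in either fit, 26 lost the call and 13 gained one. Under the added covariates 210 of 252 did, 33 lost the call, 2 gained one and 7 reversed, and in the fits without 1 mouse 1107 of 1176 did, 62 lost it and 7 gained one. Of all 1996 values, 139 changed sign without being past the threshold in either fit. The 43 list calls by camera were each tested in 4 other ways. With an estimated correlation all 43 were lost and with fry, another list test, 33 were, while 36 were kept after quantile normalization and 38 with Vpreb1 and Igll1 as a covariate.

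Library weights gave 10413 genes between FMD + VC and AL (6533 without them), 4966 between FMD + VC and AL + VC (0), 258 between AL + VC and AL (1068), 2 between FMD and AL (0), 9339 between FMD + VC and FMD (3888) and 657 for the interaction (0). The weights come from how far each library lies from its own group, from 0.146 to 3.29 in AL, 0.366 to 3.10 in FMD, 0.270 to 1.26 in AL + VC and 0.553 to 7.29 in FMD + VC. In AL + VC they were 0.270, 0.443 and 0.413 for mice 17, 18 and 41, whose Xist is low as in FMD + VC, and 1.01, 0.694 and 1.26 for mice 13, 14 and 37, so that the weighted comparison with AL + VC leans on the latter 3. Between AL + VC and AL the count was 495 without a minimum, 0 in limma with only these 2 groups (3372 unadjusted), 2043 with Vpreb1 and Igll1 as a covariate and 642 with the erythroid covariate. Fewer mice alone do not account for the 0, since fits of only 2 groups gave 5230 genes between FMD + VC and FMD and 6739 between FMD + VC and AL. In these fits the median standard error of the Figure 3e genes called lower rose from 0.133 to 0.162 between AL + VC and AL. It rose from 0.165 to 0.186 between FMD + VC and AL and fell from 0.140 to 0.092 between FMD + VC and FMD. Between FMD and AL the count was 1 with only these 2 groups, and between FMD + VC and FMD it was 2501 with the mouse number.

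With the Xist covariate the count in limma was 0 between FMD + VC and AL (2224 unadjusted), 0 between AL + VC and AL (1890 unadjusted) and 1 between FMD + VC and FMD. With Xist and erythroid covariates together it was 0 (1454 unadjusted), 6 and 0 (1375 unadjusted). Xist was lower in FMD + VC than in AL (-3.88) and FMD (-3.35) and so takes up part of these differences, while between AL + VC and AL it did not pass (-2.21, adjusted p = 0.068), with AL + VC mice on both sides. Atg9b reversed between FMD + VC and AL (0.19 with Xist, 0.10 with both) and between FMD + VC and FMD (0.15 and 0.078), and Map1lc3a reversed between FMD + VC and AL (-0.12 and -0.066) and, with Xist, between FMD + VC and FMD (-0.038). None of these reversed values passed the threshold.

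Without 1 mouse, the counts were 5617 to 6713 between FMD + VC and AL, 2767 to 4347 between FMD + VC and FMD, 0 to 0 between FMD and AL and 0 to 0 for the interaction. Between FMD + VC and AL + VC they were 0 to 12 (12 without AL + VC mouse 18, 1 without AL + VC mouse 17 and 1 without FMD + VC mouse 42). Between AL + VC and AL they were 6 to 2920. The count was 658, 222, 587, 327 and 36 without AL mouse 3, 6, 25, 32 and 33, and 1869, 2920, 7, 6, 1702 and 9 without AL + VC mouse 13, 14, 17, 18, 37 and 41.

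No paired analysis was possible because mouse numbers differ between groups. The planned pseudocount and the count-based test were not run, since the values are transformed already, the rlog values planned as an alternative are the values used throughout, and the planned GFP comparison was not run because the table used has no GFP entry. A minimum of 50 leaves Atg9b untested. Depth is unknown, so what it limits cannot be stated.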

Differences from the paper's values

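The paper gives no fold change or count for the spleen RNA, so the differences concern the genes it names and the marks of Figure 3e. Its legend names no test for that panel. Values here are log2 fold changes from limma with p adjusted over all genes.

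Against AL, the paper gives Atg4, Sqstm1 and Fez1 as changed in FMD + VC and marks Scoc. Atg4a was at -0.63 (adjusted p = 0.0628), Sqstm1 at 0.24 (adjusted p = 0.162) and Scoc at -0.56 (adjusted p = 0.192), none of them past the threshold. Fez1 lay below the minimum, and it was higher in the planned fit without a minimum (0.69, adjusted p = 0.00285). Atg4a has an unadjusted p of 0.0267 and an adjusted p of 0.0415 over the list alone. It passed without AL mouse 2 or AL mouse 33, fits chosen after seeing the values, which drop 0 of the marked genes otherwise called. Sqstm1 passed with library weights, a setting chosen before the data were examined that drops none, with the erythroid covariate and without AL mouse 25, both chosen after seeing the values, each of which drops 1 marked gene, Ulk1. Scoc passed in no setting that was run. Ulk1, Atg9a, Atg9b, Atg14 and Hmgb1 were lower, as marked in the panel, while Gabarapl1 (-0.47), Map1lc3a (0.51) and Atg3 (0.35) passed here and bear no mark.

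Against AL + VC, the paper gives Ulk1, Atg4, Atg9a and Atg9b as lower and Sqstm1 and Fez1 as higher in FMD + VC, and the panel marks Atg9b, Atg14, Ulk1 and Hmgb1. None passed here (Ulk1 -0.22, Atg4a -0.19, Atg9a -0.18, Atg9b -0.59, Sqstm1 0.21, Fez1 0.06, Atg14 -0.21, Hmgb1 -0.37), although the signs are those the paper gives. Atg14 and Hmgb1 have an unadjusted p under 0.05, and Hmgb1 passed when adjusted over the list alone. With library weights, a setting chosen before the data were examined, Atg9b, Atg14, Hmgb1 and Sqstm1 passed. These weights lean on AL + VC mice 13, 14 and 37. They count mice 17, 18 and 41, whose Xist is low as in FMD + VC, for less. Ulk1, Atg4a and Atg9a passed in no setting that was run, and Fez1 did not in the fit without a minimum, the only one run for it.

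The paper sets the lower LC3B and beclin 1 protein of FMD + VC spleens beside the spleen RNA. Map1lc3b and Becn1 did not pass between FMD + VC and AL (-0.16 and -0.20) or between FMD + VC and AL + VC (0.00 and -0.08) in any setting that was run.

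For the FMD alone the paper gives a trend to more autophagy. Of the 14 tested genes of Figure 3e, 12 had a log2 fold change below 0 between FMD and AL (from 7 with library weights to 13 with Vpreb1 and Igll1 as a covariate, and from 10 without AL mouse 32 to 14 without AL mouse 33) and none passed in limma. These are RNA levels, which do not measure autophagy activity, so the signs do not speak for or against that trend.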

Other observations

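Chosen after the result was seen were the fits without 1 mouse; the comparison with other splits of the mice was planned.

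With vincristine alone, genes of mature B cells were higher than in AL spleens, most of all in 3 of the 6 mice. The mean rlog of these genes was 12.01, 12.40 and 12.09 in AL + VC mice 17, 18 and 41 and 11.12, 10.31 and 11.37 in mice 13, 14 and 37, against 9.90 to 10.91 in AL, and that of the T cell genes was 10.03, 9.52 and 10.06 against 8.00, 7.91 and 8.59. The same 3 mice have an Xist level of 10.68, 10.48 and 11.11, against 14.98, 15.20 and 14.45 in the other 3. Between AL + VC and AL, 649 genes were higher and 419 lower. Among those that rose most were Dapl1 (2.05), Cd8b1 (1.80), Tdrp (1.63), F2rl1 (1.58), Cd209a (1.57) and Cr2 (1.55). Among those that fell most were Onecut2 (-2.17), Khdc1a (-2.11), Gldc (-2.05), Cd163l1 (-2.03), Chdh (-1.99), Gpc5 (-1.98), Gzma (-1.94), which encodes granzyme A, Cpa3 (-1.82) and Drc1 (-1.80). Of the mature B cell genes 8 of 10 rose (10 adjusted over the list alone), of the T cell genes 3 of 14 rose (9), and of the cell cycle genes 3 of 21 fell (20). Camera called these 3 lists and cholesterol synthesis, none with an estimated correlation (lowest adjusted p = 0.535), and of these 4 fry called mature B cells (adjusted p = 0.00677). The count of this comparison varied with single mice, from 6 without AL + VC mouse 18 to 2920 without AL + VC mouse 14. Of the other mice, leaving out AL 3, 6, 25, 32 or 33 gave 658, 222, 587, 327 or 36 genes, and leaving out AL + VC 13, 17, 37 or 41 gave 1869, 7, 1702 or 9. The balance of directions varied as well. Of the called genes 60.8% were higher in the main fit, 33.0% with library weights and 45.3% without AL mouse 32.

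In the FMD + VC spleens compared with FMD spleens, Dapl1 (2.96), Cd8b1 (2.42) and Ms4a4b (2.01) rose, and Xist (-3.35), Gria2 (-3.17) and Rprm (-2.67) fell, among 2085 higher and 1803 lower genes.

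The paper measured T cells by flow cytometry in other mice, after 1 cycle of the FMD. With FMD + VC it reports more CD3+CD8+ cells, fewer CD3+CD4+ cells in bone marrow and spleen, and fewer PD-1+ T cells. The RNA here is of the whole spleen and not of sorted T cells, so the 2 measures are unlike. In the spleen RNA of the mice here, Cd8a was at 9.81 ± 0.31 (SD, n = 6) in FMD + VC and 7.52 ± 0.40 in AL, and Cd4 rose by 1.02 on the log2 scale (adjusted p = 0.0251 from limma). Pdcd1, which encodes PD-1, fell in FMD + VC (-1.65, adjusted p = 0.000186) and in AL + VC (-1.43, adjusted p = 0.0215) against AL. Il2ra, which encodes CD25, fell in FMD + VC (-2.44, adjusted p = 0.00281 from limma). Pdcd1 and Il2ra fell while the T cell gene Cd3e rose, from 7.64 in AL to 9.91 in FMD + VC. Their values therefore do not give the level of PD-1 or CD25 in T cells. Between FMD + VC and AL + VC none of the 5 genes Cd4, Cd8a, Cd3e, Pdcd1 and Il2ra passed in limma (0.55, 0.99, 0.98, -0.22 and -0.93), with Cd8a and Cd3e at an unadjusted p of 0.0173 and 0.0227. Of the other genes the paper names, Igf1 rose (0.30) between FMD + VC and AL, and Trp53 and Hmox1 did not pass (-0.11 and -0.31).

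Of the lists not described at a claim, between FMD + VC and AL, MHC class I genes had 4 of 9 higher (6 adjusted over the list alone, camera adjusted p = 0.0307, 0.879 with an estimated correlation), among them H2-K1 and Psmb9. The lists that follow were not called by camera, and their counts are the same when adjusted over the list alone unless another is given. Neutrophil genes had 1 higher, Cxcr2, and 6 lower of 12 (9 adjusted over the list alone), megakaryocyte genes 3 lower of 7 (7), stromal genes 5 higher and 1 lower of 8, plasma cell genes 2 higher of 6, Irf4 and Prdm1, and macrophage genes 0 of 11 (limma). Cytotoxic genes had 5 higher and 2 lower of 13, with Prf1 at 1.65 and Gzma at -2.37, and checkpoint and regulatory T cell genes 4 higher and 3 lower of 9, with Foxp3 at 0.95. Of 16 p53 targets 2 rose, Fas and Btg2, and 3 fell, Pmaip1, Perp and Sesn2 (2 adjusted over the list alone). Among the apoptosis genes Mcl1 and Bid rose, and Bcl2l1 (-1.15), Bcl2l11 and Apaf1 fell. Of 18 genes of the fasting response 4 rose, with Foxo1 at 1.33, and 4 fell, with Trib3 at -1.34. Of 11 tubulins and drug efflux pumps 2 rose, with Abcb1a at 1.17, and 4 fell. The interferon-stimulated genes had a camera adjusted p of 0.992. Of 7 immediate-early genes Egr1 rose and Dusp1 fell, and of 13 genes of cholesterol synthesis none passed in limma. Of the pancreas genes 0 of 7 and of the adipocyte genes 1 of 5 were expressed above the minimum, so these lists were not tested.

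Other splits of the same mice, 100 per comparison with the real one, were fitted in the same way, and the number with at least as many genes is given. Only the real split reached its count for FMD + VC with AL (1 split, 6533 genes, highest other 2256) and for FMD + VC with FMD (1 split, 3888 genes, highest other 11). A share of 1 in 100 is the lowest that these splits can give, and it is not adjusted over the comparisons. For AL + VC with AL the share was under 0.05, also not adjusted over the comparisons (3 splits, 1068 genes, highest other 1865), and the count of genes was 0 in the fit of these 2 groups alone. For FMD + VC with AL + VC, FMD with AL and the interaction the real count was 0, so that 100 of 100 splits have as many by construction and the count says nothing about chance (highest other 74, 403 and 472). Splits not following the groups thus called up to 403 and 472 genes, and whether the samples hold a structure beyond the groups was not tested.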
